# Targeting Krebs-cycle-deficient renal cell carcinoma with Poly ADP-ribose polymerase inhibitors and low-dose alkylating chemotherapy

**DOI:** 10.18632/oncotarget.28273

**Published:** 2022-09-14

**Authors:** Daiki Ueno, Juan C. Vasquez, Amrita Sule, Jiayu Liang, Jinny van Doorn, Ranjini Sundaram, Sam Friedman, Randy Caliliw, Shinji Ohtake, Xun Bao, Jing Li, Huihui Ye, Karla Boyd, Rong Rong Huang, Jack Dodson, Paul Boutros, Ranjit S. Bindra, Brian Shuch

**Keywords:** FH, SDHB, renal cell carcinoma, PARP inhibitor, temozolomide

## Abstract

Loss-of-function mutations in genes encoding the Krebs cycle enzymes Fumarate Hydratase (*FH*) and Succinate Dehydrogenase (*SDH*) induce accumulation of fumarate and succinate, respectively and predispose patients to hereditary cancer syndromes including the development of aggressive renal cell carcinoma (RCC). Fumarate and succinate competitively inhibit αKG-dependent dioxygenases, including Lysine-specific demethylase 4A/B (KDM4A/B), leading to suppression of the homologous recombination (HR) DNA repair pathway. In this study, we have developed new syngeneic *Fh1*- and *Sdhb*-deficient murine models of RCC, which demonstrate the expected accumulation of fumarate and succinate, alterations in the transcriptomic and methylation profile, and an increase in unresolved DNA double-strand breaks (DSBs). The efficacy of poly ADP-ribose polymerase inhibitors (PARPis) and temozolomide (TMZ), alone and in combination, was evaluated both *in vitro* and *in vivo*. Combination treatment with PARPi and TMZ results in marked *in vitro* cytotoxicity in *Fh1*- and *Sdhb*-deficient cells. *In vivo*, treatment with standard dosing of the PARP inhibitor BGB-290 and low-dose TMZ significantly inhibits tumor growth without a significant increase in toxicity. These findings provide the basis for a novel therapeutic strategy exploiting HR deficiency in FH and SDH-deficient RCC with combined PARP inhibition and low-dose alkylating chemotherapy.

## INTRODUCTION

Alterations in Krebs cycle genes that encode Fumarate Hydratase (*FH*) and Succinate Dehydrogenase (SDH) are associated with cancer predisposition syndromes [1, 2]. Germline *FH* mutations result in Hereditary Leiomyomatosis and Renal Cell Cancer (HLRCC) syndrome, characterized by cutaneous and uterine leiomyomas and renal cell carcinomas with unique nucleolar features [3]. Renal tumors associated with FH mutations tend to occur earlier in life (median age ~35) and can have an aggressive disease course [4, 5]. Germline mutations in the *SDH* genes (*A, B, C, D, or AF2*) cause a Hereditary Paraganglioma and Pheochromocytoma (HPGL/PCC) syndrome, with a predisposition towards paragangliomas, pheochromocytomas, gastrointestinal stromal tumors, and renal cell carcinomas (RCC) [6]. The majority of SDH-deficient renal cancers involve mutations in *SDHB,* and these tumors can similarly behave aggressively with early age of onset [7, 8]. Unfortunately, for both advanced stage FH- or SDH-deficient RCC, there are limited treatment options, creating a significant unmet need [9].

FH and SDH are key elements of the Krebs cycle, and loss of function can cause accumulation of the metabolites fumarate and succinate, respectively [10]. Besides the characteristic metabolic changes, such as impairment in oxidative phosphorylation, succinate and fumarate, when aberrantly accumulated, both act as oncometabolites that competitively inhibit αKG–dependent dioxygenases, dysregulating DNA methylation and histone modification [11, 12]. We previously demonstrated that FH and SDHB deficient tumors have elevated levels of fumarate and succinate sufficient to suppress the homologous recombination (HR) DNA-repair pathway through inhibition of Lysine-specific demethylase 4B (KDM4B), which subsequently results in aberrant hypermethylation of histone 3 lysine 9 (H3K9) at loci surrounding DNA breaks. Without this trimethylation signal to execute proper HR, tumor cells are vulnerable to synthetic-lethal targeting with PARP inhibitors [13]. To further potentiate the effect of PARP inhibitors, combinations with other agents have been explored in other tumor types. Temozolomide (TMZ), an alkylating agent, mediates its cytotoxic effect by attaching methyl groups to DNA, with the N3-MetA and N7-MetG adducts requiring repair via the base excision repair (BER) pathway in a process involving PARP [14]. Thus, the combination of PARP inhibitors (PARPis) with TMZ has been shown to increase TMZ-induced cytotoxicity [15].

In this study, we sought to examine the activity of combined TMZ and PARPi in Krebs-cycle-deficient renal cancer models. *Fh1* and *Sdhb* are the murine counter part of human *FH* and *SDHB*, respectively. Using newly developed Fh1 and Sdhb deficient syngeneic mouse models, we demonstrate that oncometabolite-induced HR defects can be leveraged with PARPi treatment to enhance sensitivity to low-dose TMZ in Krebs-cycle-deficient renal cancer.

## RESULTS

### Fh1- and Sdhb-deficient cells accumulate fumarate and succinate respectively and display decreased oxygen consumption rate

We engineered isogenic Fh1 and Sdhb knockout RENCA cells using CRISPR/Cas9 with Fh1 and Sdhb knockout confirmed by western blot (Figure 1A). Fumarate and succinate accumulation has been demonstrated in FH-deficient and SDH-deficient tumors and cell lines, respectively [10, 16]. Fumarate and succinate levels were measured in cell pellets by liquid chromatography-mass spectrometry (LC-MS). In line with data from patient tumor samples, we found significantly elevated levels of fumarate and succinate in Fh1 and Sdhb-KO cells (Figure 1B).

**Figure 1:**
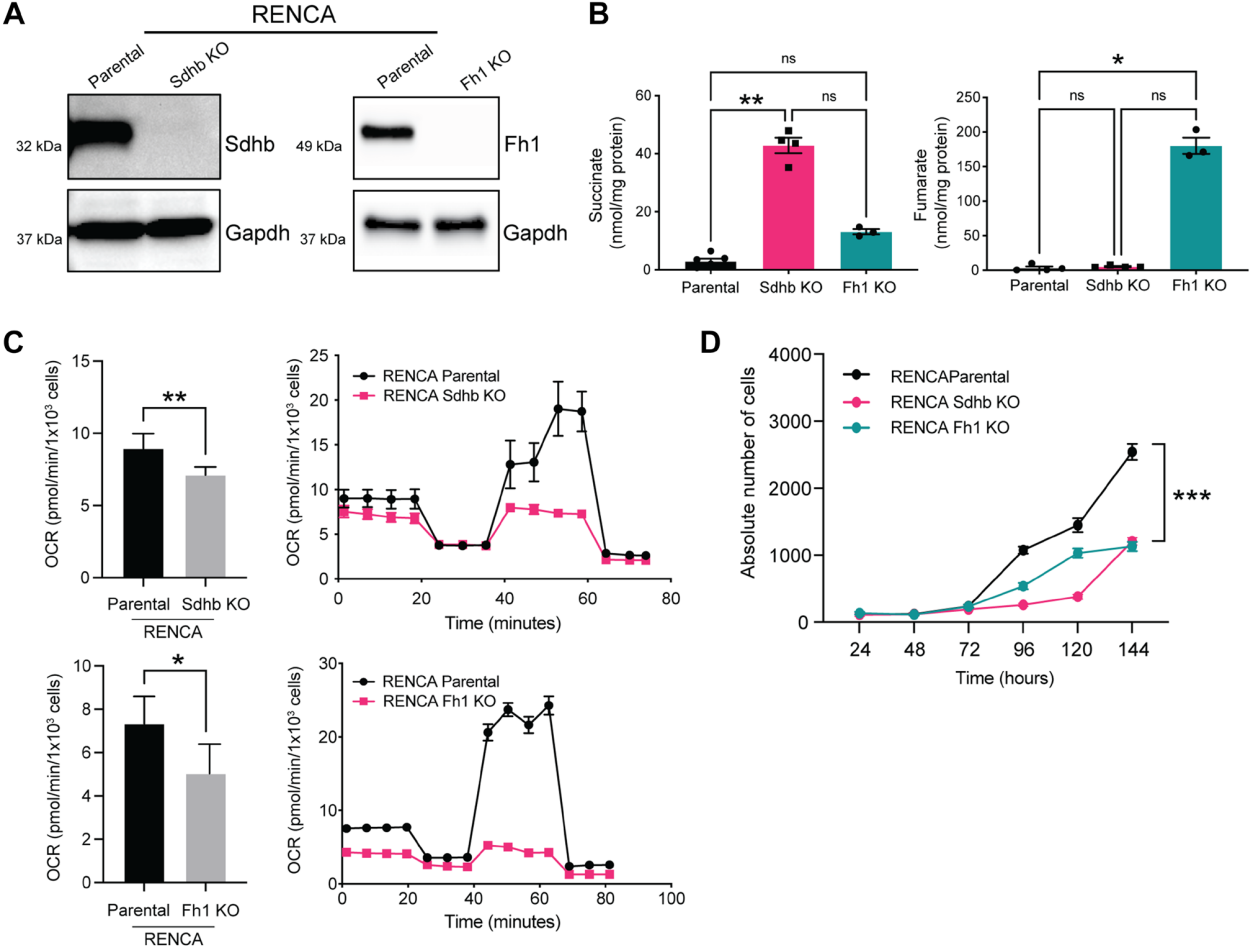
Fh1- and Sdhb-deficient cells accumulate fumarate and succinate respectively and display decreased oxygen consumption rate. (**A**) Western blot confirming CRISPR/Cas9 mediated KO of Sdhb (left panel) and Fh (right panel). GAPDH was used as a loading control. (**B**) Functional validation of succinate (left panel) and fumarate (right panel) levels by LC-MS in isogenic cell lines (*n* = 3). (**C**) Seahorse assay showing altered OCR in Fh1-KO (top panel) and Sdhb-KO (bottom panel). (**D**) Proliferation rates of mutant vs. parental cells (*n* = 3). Error bars represent means ± SEM. ^***^ *P* < 0.001, ^**^ *P* < 0.01, ^*^ *P* < 0.05.

We next performed Seahorse metabolic flux assay to determine whether Fh1 and Sdhb mutations cause Krebs cycle dysfunction and alter metabolism. Compared to RENCA parental cells, oxidative phosphorylation (OXPHOS), as measured by the oxygen consumption rate (OCR), was decreased in Fh1-KO and Sdhb-KO cells (Figure 1C). Conversely, both models demonstrated a shift toward aerobic glycolysis, as measured by the extracellular acidification rate (ECAR) (Supplementary Figure 1A). We also transfected Fh1-KO cells with an open reading frame (ORF) of Fh1 and confirmed normalization of fumarate levels (Supplementary Figure 1B and 1C). Fh1-rescued cells showed recovered OCR , suggesting that the observed metabolic perturbations were due to loss of Fh1 and not secondary to off-target effects (Supplementary Figure 1D).

Fh1- and Sdhb-KO cells also showed altered morphology *in vitro*. Compared to RENCA parental cells, which show a well-described epithelial-like morphology [17], Fh1- and Sdhb-KO cells are elongated, with fibroblast-like morphology and reduced cell-cell contact (Supplementary Figure 1E). Fh1- and Sdhb-KO cells also showed a decreased proliferation rate *in vitro* when compared to RENCA parental cells (Figure 1D). Fh1- and Sdhb-KO cells also showed increased expression of key genes related to glycolysis and decreased expression of key genes related to Krebs cycle by RNA-seq, as expected (Supplementary Figure 1F, 1G and 1H).

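RENCA is a mouse renal carcinoma cell line, and the Sdhb-KO and Fh1-KO cells were derived from it with CRISPR/Cas9. RNA-seq was performed on 2 libraries from each of the 3 lines. The authors aligned the paired-end reads to mm10 with Hisat2 and counted them per gene with featureCounts, and the deposited counts were not normalized. The counts came in 2 tables, which set Sdhb-KO or Fh1-KO beside the parental cells, and both tables held the same parental counts. Each table listed 48440 genes. The total count was 31769647 in parental replicate 1 and 23412318 in parental replicate 2. It was 30433447 and 18969134 in the Sdhb-KO replicates, and 20804125 and 23272647 in the Fh1-KO replicates. A floor of 3 counts corresponded to between 0.0944 and 0.158 CPM (counts scaled to a common library total) in these libraries, which covers counting error only. Each knockout was compared with parental cells by edgeR's quasi-likelihood test with TMM normalization, on the genes that passed edgeR's expression filter. The paper isolated its knockout cells as clones, and the 2 libraries of a line show only the spread within that line. The p values therefore cannot separate the loss of the targeted gene from other differences between a knockout line and parental cells. CPM values given as mean ± SD were scaled by TMM. A gene was counted as a DEG at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Because the libraries of each line carry the replicate numbers 1 and 2, each comparison was repeated with the replicate number as a block. The strand setting of the counting is not given in the methods text, so genes that overlap another gene are uncertain. The libraries also differed in their reads on ribosomal RNA repeats, which came to 16079 CPM in parental replicate 1, 10997 CPM in Sdhb-KO replicate 1 and between 901 and 1502 CPM in the other 4 libraries. No Fh1-KO library was among the libraries with more ribosomal RNA, so a comparison within the other 4 libraries sets each knockout against parental replicate 2 alone. In Sdhb-KO this split is the same as the split by replicate number, so the replicate block compares within it.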

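The targeted genes were examined in every library, which checks the labels. Sdhb lies on chromosome 4 of mm10 from 140961203 to 140979193 and encodes the iron-sulfur subunit of succinate dehydrogenase. Its count was 4573 and 2858 in the parental libraries, 688 and 371 in the Sdhb-KO libraries, and 1930 and 2370 in the Fh1-KO libraries. In Sdhb-KO cells its level was 19.7 ± 1.78 CPM (SD, n = 2) against 142 ± 11.6 CPM (SD, n = 2) in parental cells, a log2 fold change of -2.84 (standard error 0.23, adjusted p = 0.00205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each replicate left out in turn it stayed between -2.93 and -2.76, and with the replicate block it was -2.85. Fh1, which encodes fumarate hydratase, lies on chromosome 1 from 175600374 to 175625635 and overlaps Kmo. Its count was 3294 and 2667 in the parental libraries, 185 and 241 in the Fh1-KO libraries, and 3425 and 2581 in the Sdhb-KO libraries. In Fh1-KO cells its level was 9.40 ± 0.896 CPM (SD, n = 2) against 112 ± 10.9 CPM (SD, n = 2), a log2 fold change of -3.57 (standard error 0.22, adjusted p = 1.3e-05 from the same edgeR test). It stayed between -3.67 and -3.48 with each replicate left out, and was -3.57 with the replicate block. Each transcript was thus lower in its own knockout by more than the spread between replicates, while remaining above the floor of 3 counts. Across knockouts, Fh1 was unchanged within error in Sdhb-KO cells (log2 fold change 0.0012, standard error 0.23, adjusted p = 0.997 from the same edgeR test). Sdhb in Fh1-KO cells had a log2 fold change of -0.52 (standard error 0.18, adjusted p = 0.054 from the same edgeR test), or an adjusted p of 0.117 with the replicate block. To see whether replicate numbers pair the libraries, each library's deviation from the mean of its line was compared across genes. Same-numbered deviations of Sdhb-KO and parental libraries correlated at 0.697 across the tested genes, and those of Fh1-KO and parental libraries at -0.107. Genes are not independent replicates, so these values describe the libraries. The common dispersion fell from 0.0684 to 0.00435 with the replicate block in Sdhb-KO, and went from 0.0382 to 0.0431 in Fh1-KO.

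**Figure D1:**
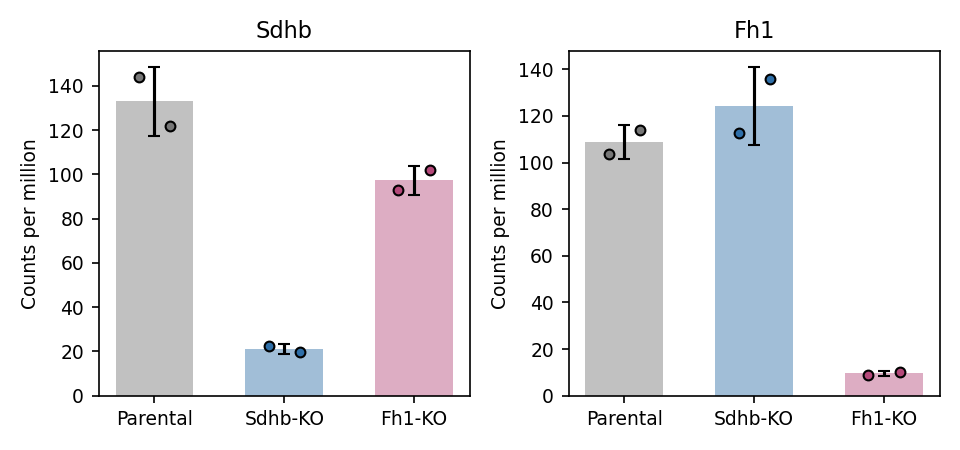
Level of Sdhb (left) and Fh1 (right) in parental, Sdhb-KO and Fh1-KO cells, as CPM of each library's total count. Bars are means, error bars are SD and points are the 2 libraries of each line; Sdhb was 22.6 and 19.6 CPM in the Sdhb-KO libraries, and Fh1 was 8.89 and 10.4 CPM in the Fh1-KO libraries.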

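Glycolysis and Krebs cycle genes were taken as lists fixed before the counts were examined. Of 29 glycolysis genes, 23 were expressed enough to be tested. In Sdhb-KO cells 20 of these 23 genes had a higher mean than in parental cells, with a median log2 fold change of 0.59 against 0.031 over all tested genes. At an adjusted p under 0.05, 8 of the genes passed, whether the adjustment was over all genes or over the list alone, and 4 were upregulated DEGs (Hk1, Eno2, Eno3 and Pfkfb1). Hk1, which overlaps Hk1os, rose from 85.6 ± 1.20 CPM (SD, n = 2) to 245 ± 45.9 CPM (SD, n = 2) in Sdhb-KO cells. Its log2 fold change was 1.52 (standard error 0.23, adjusted p = 0.0091 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Fh1-KO cells 21 of the 23 genes were higher, with a median log2 fold change of 0.98 against 0.0051 over all tested genes. There, 17 genes had an adjusted p under 0.05 by either adjustment, 11 were upregulated DEGs, and Pklr was the 1 downregulated DEG (log2 fold change -2.08). Hk1 reached 323 ± 40.7 CPM (SD, n = 2) in Fh1-KO cells (log2 fold change 1.98, standard error 0.20, adjusted p = 0.000132 from the same edgeR test). DEGs made up 17.4% of the tested glycolysis genes in Sdhb-KO (one-sided exact hypergeometric test, p = 0.749) and 52.2% in Fh1-KO (the same exact test, p = 0.0029), with p values of 1.00 and 0.0236 after Benjamini-Hochberg adjustment over the 16 set tests made. As a set against all other genes, the glycolysis list had a camera p (limma's competitive set test) of 0.555 in Sdhb-KO and 0.338 in Fh1-KO, and of 0.889 and 0.835 after the same adjustment. With the replicate block the camera p was 0.258 in Sdhb-KO and 0.392 in Fh1-KO, 22 and 17 of the genes had an adjusted p under 0.05, and 6 and 11 were upregulated DEGs. A preset correlation of 0.01 between genes, in place of the estimated one, moved the camera p most, to 0.0108 in Sdhb-KO and 7.8e-05 in Fh1-KO. After the same adjustment these camera p values were 0.0433 and 0.000625. The estimated correlation rests on only 4 libraries, so the set test depends on this choice and a large camera p does not argue against a shift. All 18 listed Krebs cycle genes were tested. In Sdhb-KO cells 10 were higher and 8 lower, with a median log2 fold change of 0.011 that was below 0 with RLE size factors (-0.0013), with no filter on low counts (-0.032) or with DESeq2 (-0.027). The 2 downregulated DEGs among them were Sdhb itself and Idh3b, whose log2 fold change was -1.30 (standard error 0.21, adjusted p = 0.0102 from the same edgeR test). Idh3b overlaps Nop56. In Fh1-KO cells 5 were higher and 13 lower, with a median of -0.15, and Fh1 was the only DEG of the list. Idh3b was also lower in Fh1-KO cells, at -0.96 (adjusted p = 0.00344 from the same edgeR test). Without the targeted gene, the median was 0.020 in Sdhb-KO with 1 DEG, and -0.14 in Fh1-KO with 0 DEGs, where 5 of the 17 genes had an unadjusted p under 0.05. Under the replicate block 11 of the 18 genes had an adjusted p under 0.05 in Sdhb-KO and 2 in Fh1-KO, and 2 and 1 were DEGs. The camera p of the Krebs cycle list was 0.470 in Sdhb-KO and 0.278 in Fh1-KO, 0.764 and 0.319 with the replicate block, and 0.835 in both after adjustment over the 16 set tests. Supplementary Figure 1G is titled Sdhb KO and 1H Fh1 KO within the panels, while the legend assigns them the other way, and the panel titles were followed. Of the 13 genes labelled in 1G, 12 were tested in Sdhb-KO and 10 were DEGs. Hk1, Eno2, Eno3, Me3, Ldhd and Pfkfb1 were upregulated, and Sdhb, Taldo1, Slc1a5 and Tktl2 were downregulated. The adjusted p rose above 0.05 for Slc1a5 with upper-quartile factors and with at least 10 counts in every library, for Ldhd with the latter, and for Pfkfb1 with DESeq2, and the ashr-shrunken log2 fold changes of these 3 genes were -0.90, 0.95 and 0.90. Tktl2 rested on low counts, 0 in both Sdhb-KO libraries against 13 and 10 in parental cells. The log2 fold changes of Pfkl (1.11) and Pfkfb4 (1.21) had adjusted p values of 0.0972 and 0.0991 from the same edgeR test, so they were not DEGs, although both passed the cutoffs with the replicate block (log2 fold changes 1.09 and 1.21). Pgam2, with 8 and 10 counts in Sdhb-KO and 0 in both parental libraries, was not tested. Of the 7 genes labelled in 1H, matched by gene symbol in Fh1-KO, Idh1 (log2 fold change 1.61) and Pdk1 (1.13) were upregulated DEGs. The others were Sdhc (-0.60), Pfkfb2 (-0.35), Rpe (-0.29), Prkag3 (-0.039, with 10 and 9 counts against 11 and 12) and Pfkfb3 (0.24), with adjusted p values from 0.0749 to 0.964 by the same edgeR test.

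**Figure D2:**
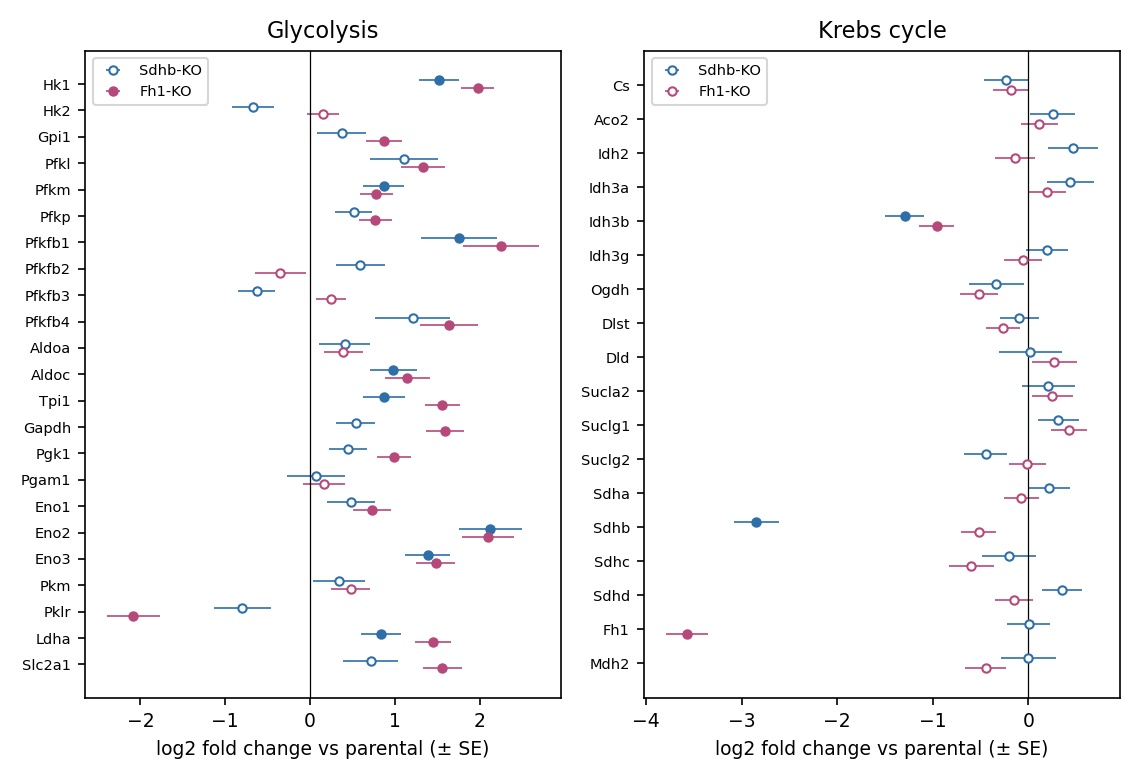
Log2 fold change against parental cells (x axis, with standard error) of each tested glycolysis gene (left) and Krebs cycle gene (right) in Sdhb-KO and Fh1-KO cells, 2 libraries per line. Filled points have an adjusted p under 0.05, which holds for 8 glycolysis genes in Sdhb-KO and 17 in Fh1-KO, and for 2 Krebs cycle genes in each knockout.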

### Sdhb and Fh1-KO cells differentially express genes related to cell-cycle and DNA repair

To further characterize our model, we performed RNA-seq in Sdhb-KO, Fh1-KO and parental cells to identify differentially expressed genes (DEGs). The top 20 DGE’s are annotated in the volcano plot for Sdhb-KO (Figure 2A, left panel) and Fh1-KO (Figure 2A, right panel). 

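All 20 genes labelled for Sdhb-KO were DEGs by edgeR's quasi-likelihood test, 13 upregulated and 7 downregulated, with log2 fold changes from -7.98 to 8.79 and a largest Benjamini-Hochberg adjusted p of 0.00373. Of the 20, 12 were among the 20 genes with the smallest p. All 20 genes labelled for Fh1-KO were also DEGs, 14 upregulated and 6 downregulated, with log2 fold changes from -8.59 to 6.71 and a largest adjusted p of 1.7e-05 from the same edgeR test, and 16 were among the 20 with the smallest p. With the replicate block, all 20 had an adjusted p under 0.05 in each comparison. The gene with the smallest p in Sdhb-KO was Igf2r, which lies on chromosome 17 from 12682406 to 12769664 and overlaps Airn. It fell from 187 ± 20.3 CPM (SD, n = 2) to 0.730 ± 0.0463 CPM (SD, n = 2), a log2 fold change of -7.98 (standard error 0.30, adjusted p = 0.00119 from the same edgeR test). In Fh1-KO cells the log2 fold change of Igf2r was -0.55 (adjusted p = 0.0445 from the same edgeR test; 0.0924 with the replicate block). Dlg2, on chromosome 7, where it overlaps several non-coding genes, had the next smallest p in Sdhb-KO and the smallest in Fh1-KO. Its counts were 22 and 11 in Sdhb-KO, 6 and 6 in Fh1-KO and 3070 and 2503 in parental cells, with log2 fold changes of -7.45 and -8.59. Slpi, on chromosome 2, rose in both knockouts, by log2 fold changes of 6.10 in Sdhb-KO and 6.71 in Fh1-KO. Rhox5, on chromosome X, rose from 0.351 ± 0.0324 CPM (SD, n = 2) to 157 ± 48.4 CPM (SD, n = 2) in Sdhb-KO cells, a log2 fold change of 8.79 (standard error 0.42), against 1.97 (standard error 0.47) in Fh1-KO cells. Grk1 and Aldh1a1 had parental counts at or under the floor, so only a lower bound can be given for each. Grk1, with 3224 and 1728 counts in Sdhb-KO, was at least 769-fold higher there, and had 0 counts in both Fh1-KO libraries. Aldh1a1, with 2691 and 3926 counts in Fh1-KO, was at least 1163-fold higher there and at least 611-fold higher in Sdhb-KO. Serpina12 and Emp1 completed the 5 smallest p values in Fh1-KO, with log2 fold changes of 5.19 and 4.53. Leaving out each replicate in turn kept the log2 fold change between -8.09 and -7.86 for Igf2r in Sdhb-KO, between -8.69 and -8.50 for Dlg2 in Fh1-KO, and between 8.44 and 9.09 for Rhox5 in Sdhb-KO.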

We then used clusterProfiler [18] to perform over-representation gene ontology (GO) analysis and assess known signaling reactome pathways enriched on the list of DEGs identified with foldchange >1 and *p* < 0.05 cutoffs. Reactome pathway analysis indicated that several pathways associated with cell-cycle were enriched in both Sdhb-KO and Fh1-KO DEGs (Figure 2B). 

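Over-representation in mouse Reactome pathways was computed with a one-sided hypergeometric test, from the pathway file distributed with fgsea. The background was the tested genes found in any Reactome pathway, 4228 for Sdhb-KO and 4141 for Fh1-KO, and 877 and 968 of these were DEGs. Pathways of 10 to 500 such genes were tested, 799 in Sdhb-KO and 791 in Fh1-KO. At a Benjamini-Hochberg adjusted p under 0.05, 24 pathways were over-represented in Sdhb-KO and 23 in Fh1-KO. With the DEGs of the replicate block these counts were 28 and 22. Interferon gamma signaling had the smallest p in both, with 41 DEGs of 72 genes in Sdhb-KO (14.9 expected, adjusted p = 9.8e-09, hypergeometric) and 39 of 69 in Fh1-KO (16.1 expected, adjusted p = 1.8e-06, hypergeometric). In Sdhb-KO it was followed by Interferon Signaling, Cytokine Signaling in Immune system, Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell, and Extracellular matrix organization. In Fh1-KO it was followed by GPCR ligand binding, Class A 1 Rhodopsin-like receptors, Interferon Signaling and GPCR downstream signaling. Of the 20 pathways labelled in Figure 2B, 17 were matched by name in Sdhb-KO and 20 in Fh1-KO, and 0 of the 17 and 0 of the 20 were over-represented among the DEGs. The 7 matched cell-cycle pathways in Sdhb-KO and the 9 in Fh1-KO each held fewer DEGs than expected, and 0 in either had an unadjusted p under 0.05. S Phase held 10 DEGs of 116 genes in Sdhb-KO (24.1 expected) and 16 of 116 in Fh1-KO (27.1 expected). Mitotic Prometaphase held 10 of 99 in Sdhb-KO (20.5 expected) and 21 of 99 in Fh1-KO (23.1 expected). When all tested genes were set against all 7109 Reactome genes in place of the DEGs, 449 of 964 pathways were over-represented in Sdhb-KO and 452 in Fh1-KO, the alternative that moved these counts most. Under it 16 of the 17 labelled pathways passed in Sdhb-KO and 19 of the 20 in Fh1-KO, the matched cell-cycle pathways all among them. With the replicate block, Mitotic Prometaphase in Fh1-KO was at 1.05 times the expected number and the other matched cell-cycle pathways stayed below it. From its own over-representation test of the DEGs with ReactomePA, the paper states that several pathways associated with the cell cycle were enriched in both knockouts. Its results text gives a p under 0.05 for that list, where an adjusted p was used here. The paper's own list was not tested here.

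**Figure D3:**
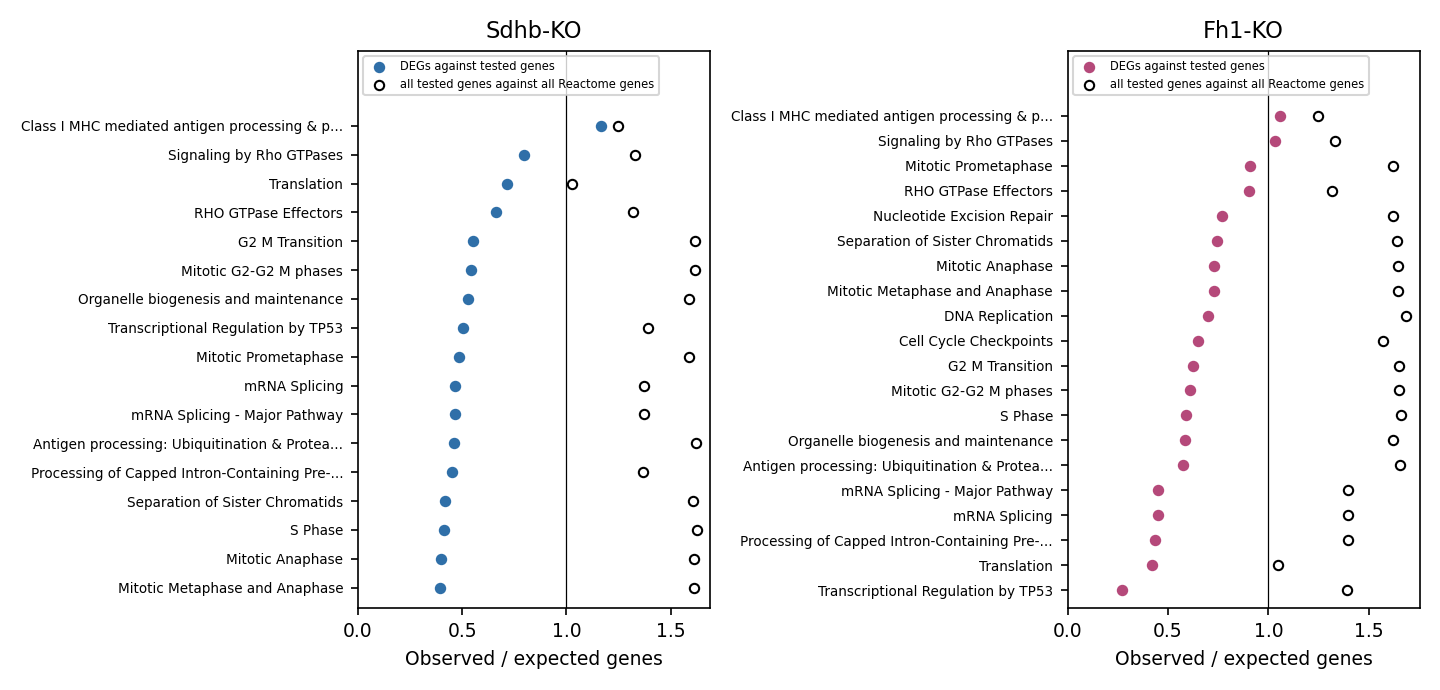
Observed over expected number of genes (x axis) in each matched pathway labelled in Figure 2B, for Sdhb-KO (left, 17 pathways) and Fh1-KO (right, 20 pathways). Filled points count DEGs against the tested genes and open points count all tested genes against all Reactome genes; the vertical line at 1 marks the expected number, and the filled points of the cell-cycle pathways lie below it.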

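Genes of DNA repair were examined with the Reactome set DNA Repair, since annotation of GO terms was not used here. The set holds 135 genes in the count tables, of which 134 were tested in Sdhb-KO and 132 in Fh1-KO. In Sdhb-KO cells 15 of the genes (11.2%) were DEGs, 10 upregulated and 5 downregulated, against 21.2% of all tested genes (one-sided exact hypergeometric test, p = 0.999). In Fh1-KO cells 23 (17.4%) were DEGs, 9 upregulated and 14 downregulated, against 23.8% of all tested genes (the same exact test, p = 0.969). Both p values were 1.00 after Benjamini-Hochberg adjustment over the set tests made. At an adjusted p under 0.05 without the fold change cutoff, 20 of the genes passed in Sdhb-KO and 38 in Fh1-KO. With the adjustment over the set alone, in place of all genes, 7 and 37 passed. Under the replicate block 98 and 34 passed, and of these 13 were upregulated and 7 downregulated DEGs in Sdhb-KO, and 9 and 12 in Fh1-KO. The median log2 fold change of the set was -0.17 in Sdhb-KO (78 genes lower, 56 higher) and -0.14 in Fh1-KO (80 lower, 52 higher). The camera p was 0.116 and 0.398 in the 2 knockouts, 0.396 and 0.248 with the replicate block, and 0.806 and 0.835 after adjustment over all set tests. In Sdhb-KO the median turned to 0.012 with upper-quartile factors, a scaling that moved the median of all genes to 0.21. A list of 26 homologous recombination genes, fixed before the counts were examined, held 0 DEGs in Sdhb-KO, where 8 genes had an unadjusted p under 0.05, and 5 DEGs in Fh1-KO, 4 upregulated and 1 downregulated. At an adjusted p under 0.05 without the fold change cutoff, 2 of the 26 passed in Sdhb-KO and 6 in Fh1-KO. With the adjustment over the list alone, 0 and 5 passed. Under the replicate block 18 and 5 passed, and the DEGs again numbered 0 and 5. The upregulated DEGs were Rpa1 (log2 fold change 1.20), Rad51c (1.14), Brip1 (1.08) and Rbbp8 (1.00), and Rpa2 (-1.29) was the downregulated DEG. Their adjusted p values were from 0.00147 to 0.0132 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Rad51c overlaps no other annotated gene, and its log2 fold change was 1.15 with the replicate block (adjusted p = 0.00346 from the same edgeR test). It lay between 0.97 and 1.30 with each replicate left out. Rpa2 fell from 65.7 ± 9.22 CPM (SD, n = 2) to 26.9 ± 4.00 CPM (SD, n = 2). Rpa1 and Brip1 each overlap another annotated gene, and Rbbp8 was at the cutoff: its log2 fold change was below 1 with DESeq2 (0.97), with RLE size factors (0.99), without the expression filter (0.96) and in one fit of all 6 libraries (0.98, adjusted p = 0.073). Brca1 had log2 fold changes of 0.19 in Sdhb-KO and 0.095 in Fh1-KO, with adjusted p values of 0.566 and 0.740 by the same edgeR test. The Reactome set of 16 homologous recombination genes had a median log2 fold change of -0.33 in Sdhb-KO (10 lower, 6 higher). The list of 26 genes had a median of 0.12 there, so the direction depended on the gene set. The Reactome set held 1 upregulated and 1 downregulated DEG in Sdhb-KO. In Fh1-KO it held 2 of each, with a median of -0.026 against 0.11 for the list.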

Also, GO over-representation analysis showed that DNA repair was the top biological process (BP) in both Sdhb-KO and Fh1-KO DEGs (Supplementary Figure 2). 

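Of the 13948 genes tested between Sdhb-KO and parental cells, 3314 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the fold change cutoff, 2952 genes were DEGs, 2024 upregulated and 928 downregulated. With the replicate number as a block, which absorbs the shared deviations of same-numbered libraries, there were 4080 DEGs, 2778 upregulated and 1302 downregulated, and 2948 of the 2952 were among them. With the libraries high in ribosomal RNA as a covariate, in one model of all 6 libraries chosen after the counts had been seen, there were 4052 DEGs, including 2904 of the 2952. The stricter cutoff of an adjusted p under 0.01 moved the count most, to 903. When each of the 4 libraries was left out in turn, between 2809 and 2845 of the DEGs kept a log2 fold change past the cutoff in the same direction.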

In total, we found a total of 3364 genes differentially expressed in Sdhb-KO cells compared to parental cells of which 2111were upregulated and 1253 were downregulated. We found a total of 2443 genes differential expressed in Fh1-KO cells compared to parental cells of which 1349 were upregulated and 1094 were downregulated, with fold change >1 and <–1, and padj <0.05 cutoffs. 

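Between Fh1-KO and parental cells 13369 genes were tested and 4638 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 3178 were DEGs, 1960 upregulated and 1218 downregulated. With the replicate number as a block there were 3180 DEGs, 2015 upregulated and 1165 downregulated, and 3061 of the 3178 were among them. The same-numbered libraries deviated slightly in opposite directions here, so the pairing was also crossed, setting each Fh1-KO library against the parental library of the other number. The crossed block gave 3272 DEGs, 2060 upregulated and 1212 downregulated, including 3101 of the 3178. Testing against a log2 fold change of 1 with edgeR's glmTreat lowered the count most, to 1356. With the ribosomal RNA covariate in one model of all 6 libraries there were 3213 DEGs, of which 2586 were among the 3178. Between 2632 and 3078 of the DEGs kept a log2 fold change past the cutoff in the same direction when each of the 4 libraries was left out in turn.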

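The DEGs of the 2 knockouts were matched by gene identifier, over the 13149 genes tested in both. Of these, 1639 were upregulated in Sdhb-KO and 1817 in Fh1-KO, and 1257 were upregulated in both, where 226 would be expected by chance (5.55-fold, one-sided hypergeometric log10 p = -936). Downregulated DEGs numbered 921 in Sdhb-KO and 1217 in Fh1-KO, and 495 were shared, where 85.2 would be expected (5.81-fold, one-sided exact hypergeometric test, p = 6.6e-296). Genes are not independent, and both comparisons use the same parental libraries, so these p values describe the overlap of these lists only. DEGs of opposite direction were few, with 5 upregulated in Sdhb-KO and downregulated in Fh1-KO, and 3 the reverse. With the replicate block the shared DEGs were 1478 up and 667 down. Of the 1752 shared DEGs, 1667 were also shared with the ribosomal RNA covariate in one model of all 6 libraries. Across the genes tested in both, the log2 fold changes of the knockouts correlated at 0.877 (Pearson) and 0.780 (Spearman). When a different parental library was used for each knockout, the Pearson correlation was 0.835 and the Spearman correlation 0.791 with parental replicate 1 for Sdhb-KO and 2 for Fh1-KO, and they were 0.710 and 0.491 with the parental libraries exchanged. Among the other tests, normalizations and filters tried, edgeR's glmTreat moved the shared counts most, to 657 up and 115 down.

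**Figure D4:**
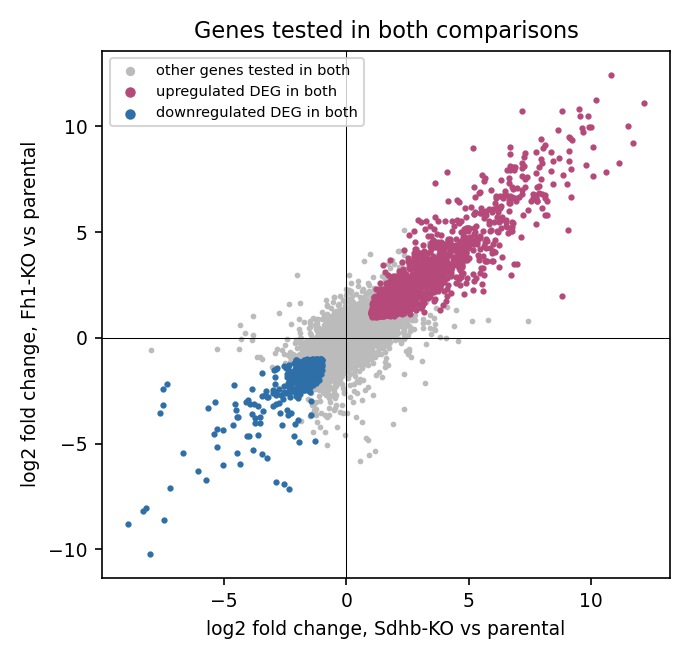
Log2 fold change against parental cells in Sdhb-KO (x axis) and Fh1-KO (y axis) for the 13149 genes tested in both. The 1257 genes upregulated in both and the 495 downregulated in both are coloured, and all other genes are grey.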

There were 123 upregulated genes and 97 downregulated genes that were shared between Sdhb-KO and Fh1-KO (Figure 2C and Supplementary Tables 1 and 2).

**Figure 2:**
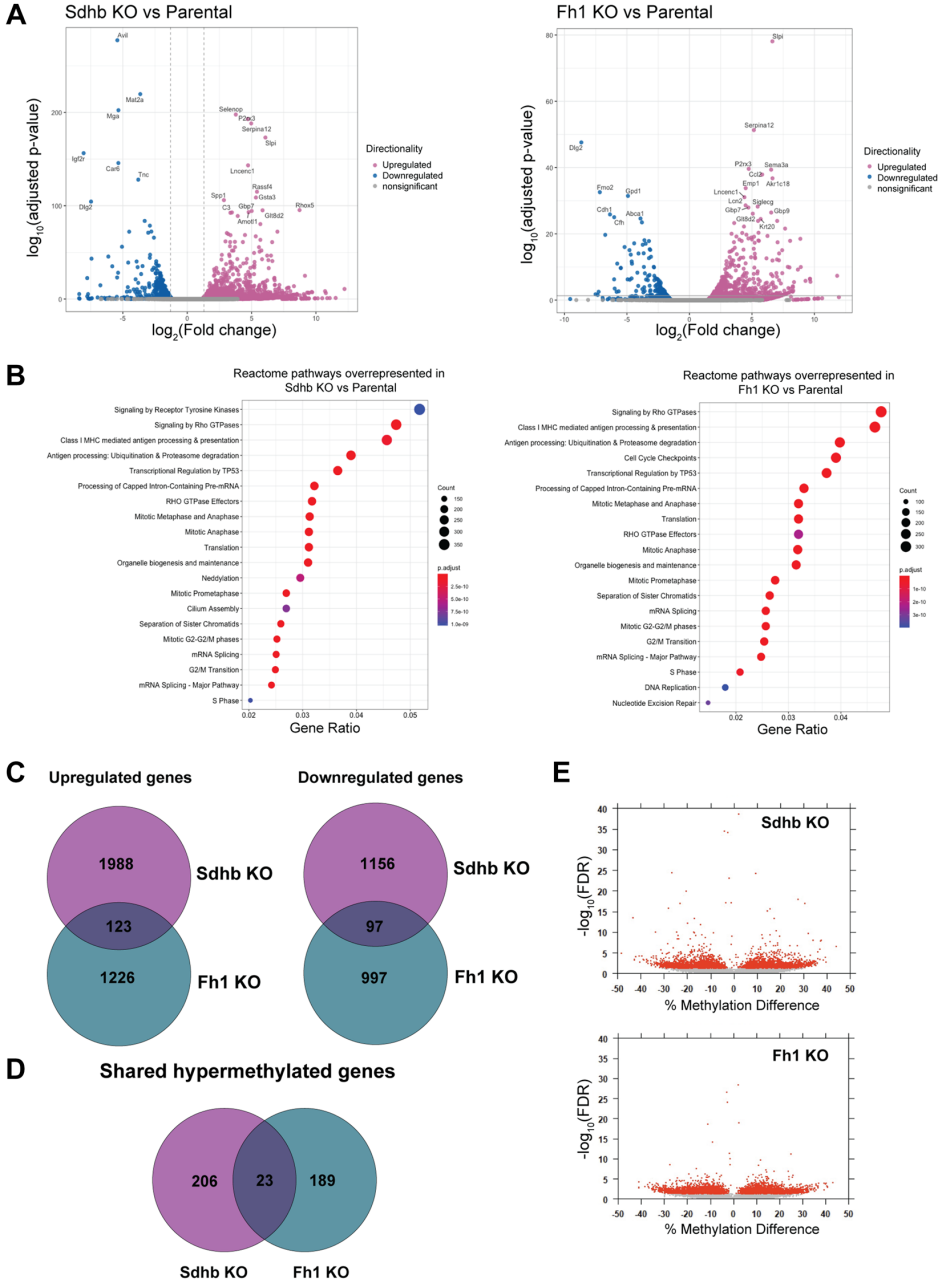
Gene expression profile of engineered cell lines by RNA-seq. (**A**) The volcano plot displays the significant up-regulated (pink) and down-regulated (blue) genes in the Sdhb-KO (left panel) and Fh1-KO (right panel) cells compared to the parental cells. Top 20 DGE’s are labelled. (**B**) Reactome over-representation analysis showing top 20 over-represented biological Reactome pathways for DGE’s associated with Sdhb-KO (left panel) and Fh1-KO (right panel). (**C**) Venn diagram showing upregulated genes and downregulated genes shared between Sdhb-KO and Fh1-KO. (**D**) Venn diagram showing the hypermethylated CpG island shared between Sdhb-KO and Fh1-KO. (**E**) Logistic regression volcano plots. Each point represents a differentially methylated CpG site, with red points exhibiting FDR adjusted *p*-Value < 0.05.

### Fh1-KO and Sdhb-KO cells display differential methylation profiles

It has been shown that mutations in FH and SDHB are associated with hypermethylator phenotypes [19, 20]. We performed whole genome bisulfite sequencing to identify the impact on DNA methylation by loss of Fh1 and Sdhb. Global methylation profiles were similar between Fh1-KO and Sdhb-KO cells when compared to parental cells with an average methylation of 40–60% (Supplementary Figure 3A). However, a principal component analysis (PCA) showed a clear separation between the KO and parental cells, suggesting significant locus-specific differential methylation (Supplementary Figure 3B). Next, we analyzed differential methylation hits located within CpG islands, CpG shores (defined as extending 2kb out wards from CpG island), and CpG shelves (extending 2kb outward from CpG shores) in both Fh1-KO and Sdhb-KO relative to the parental cells. In total, 212 loci in Fh1-KO, and 229 loci in Sdhb-KO were identified to be hyper-methylated. Only 23 loci were shared with Fh1-KO and Sdhb-KO cells (Figure 2D and 2E, Supplementary Tables 3 and 4).

### Krebs-cycle-deficient cells are tumorigenic *in vivo* and have increased protein succination

We sought to determine the *in vivo* characteristics of Fh1- and Sdhb-KO cells. Similar to RENCA parental cells, both Fh1- and Sdhb-KO cells reliably form flank tumors. Harvested tumors maintain Fh1- and Sdhb-KO and demonstrate accumulation of fumarate and succinate by LC-MS (Figure 3A and 3B). Histologically, RCC associated with FH and/or SDHB mutations can demonstrate a spectrum of architectural patterns, often with characteristically large nuclei and prominent inclusion-like eosinophilic nucleoli with a surrounding perinucleolar halo [21, 22]. In this study, compared to tumors formed by RENCA parental cells, harvested Fh1-KO tumors displayed altered morphology characterized by enlarged cells with large nuclei, prominent eosinophilic nucleoli, and perinucleolar halos (Figure 3C), similar to the characteristic features of HLRCC tumors [21]. Sdhb-KO tumor cells also demonstrated altered morphology with more nuclear overlapping, a higher nuclear:cytoplasmic ratio, amphophilic to basophilic cytoplasm, anaplasia, and increased cellular pleomorphism (Figure 3C).

**Figure 3:**
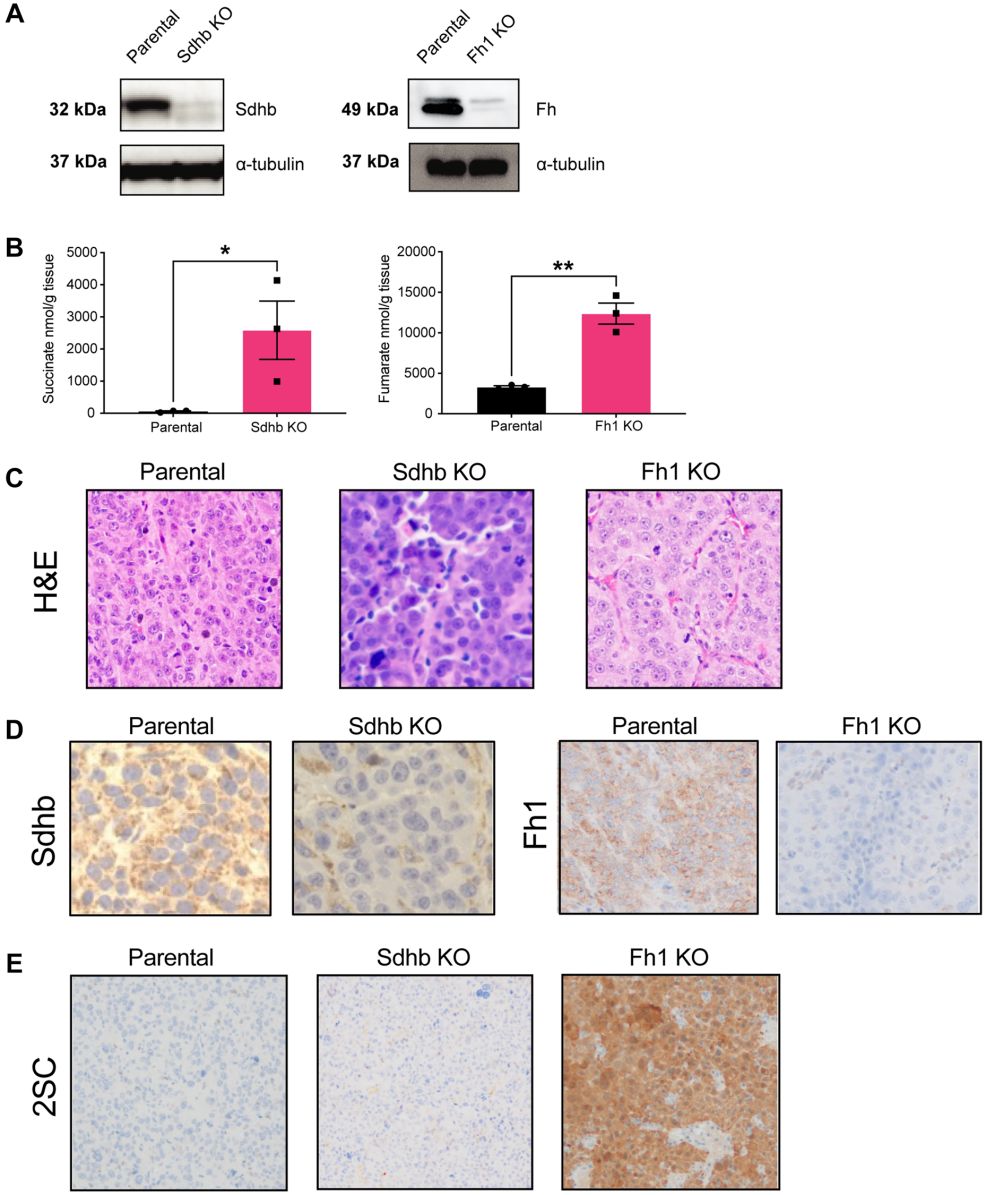
Krebs-cycle-deficient cells are tumorigenic *in vivo* and have increased protein succination. (**A**) Western blot from tumor lysate showing that syngeneic tumors retain loss of Sdhb (left panel) and Fh1 (right panel) expression, respectively. a-tubulin was used as loading control. (**B**) LC-MS analysis showing that Sdhb- and Fh1-deficient tumors retain succinate (left panel) and fumarate (right panel) accumulation *in vivo* (*n* = 3). (**C**) Representative H&E staining showing altered tumor morphology in Fh1 and Sdhb-deficient tumors. (**D**) Representative immunohistochemistry showing loss of Sdhb (left panel) and Fh1 (right panel) expression in tumor tissue. (**E**) Representative immunohistochemistry showing increased expression of 2SC in Fh1 KO tumor. Error bars represent means ± SEM. ^***^ *P* < 0.001, ^**^ *P* < 0.01, ^*^ *P* < 0.05.

Immunostaining for both Fh1, Sdhb and S-(2-succino)-cysteine (2SC) was performed on formalin-fixed paraffin-embedded (FFPE) tumor sections confirming loss of Fh1 and Sdhb (Figure 3D). 2SC staining was used as an additional means of validating Fh1 inactivation, as 2SC production is caused by elevated intracellular fumarate reacting with the cysteine residues of many proteins leading, a process known as succination [23]. 2SC was strongly positive in Fh1-KO tumors, consistent with HLRCC patient tumors (Figure 3E). Meanwhile, 2SC was not increased in both Sdhb-KO tumors and RENCA parental tumors (Figure 3E).

### Fh1 and Sdhb-deficient cells have increased DNA damage and marked PARP-inhibitor and temozolomide sensitivity *in vitro*

Next, we sought to assess the intrinsic double-strand break (DSB) repair capability of our models by evaluating markers of DNA damage at baseline. Phosphorylated Histone 2A variant H2AX (γ-H2AX) and p53-binding protein 1 (53BP1) accumulate at chromatin surrounding DSB’s as part of the cellular response to DNA DSBs and are elevated in HR-deficient cells [13, 24]. We performed immunofluorescence (IF) foci studies in log-phase cells and found that Fh1 or Sdhb1 knockout resulted in elevation of γ-H2AX and 53BP1 foci compared to parental (Figure 4A and 4B).

**Figure 4:**
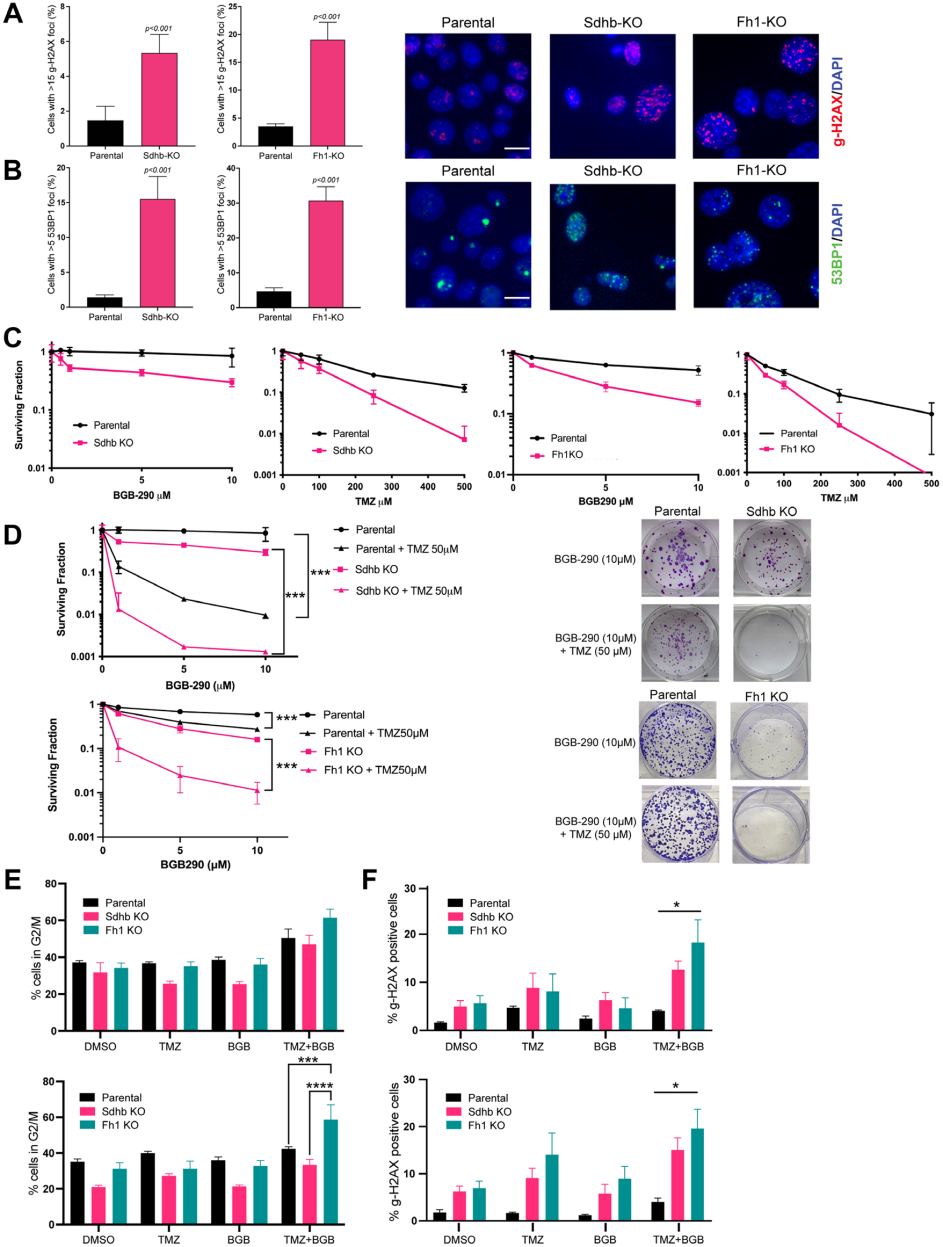
Fh1 and Sdhb-deficient cells have increased DNA damage and marked PARP-inhibitor and temozolomide sensitivity *in vitro*. (**A**) γ-H2AX foci quantification (left panel) and representative immunostaining (right panel) in RENCA parental, Sdhb-KO and Fh1-KO cells. Cells were fixed and stained with γ-H2AX (red) and counterstained with DAPI (blue). Cells with more than 15 γ-H2AX foci were counted in 10–12 distinct fields. The images shown were acquired using a 40× objective lens. The scale bar is 10 μm (*n* = 2). (**B**) 53BP1 foci quantification (left panel) and representative immunostaining (right panel) in RENCA parental, Sdhb-KO and Fh1-KO cells. Cells were fixed and stained with 52BP1 (green) and counterstained with DAPI (blue). Cells with more than 5 53BP1 foci were counted in 10–12 distinct fields. The images shown were acquired using a 40× objective lens. The scale bar is 10 μm (*n* = 2). (**C**) Quantification of clonogenic survival assays of RENCA parental vs. Sdhb-KO and Fh1-KO cells treated with monotherapy BGB-290 (left panel) and monotherapy temozolomide (right panel) for 12–14 days (*n* = 3). (**D**) Quantification (left panel) and representative images (right panel) of clonogenic survival assays of RENCA parental vs. Sdhb-KO and Fh1-KO cells treated with a dose range of BGB-290 in combination with 50 μM temozolomide for 12-14 days (*n* = 3). (**E**) Cell-cycle analysis of RENCA parental (WT), Sdhb-KO (JL1) and Fh1-KO (B4) cells treated with DMSO control, BGB-290 (1μM), TMZ (50 μM) or combined BGB-290 and TMZ for 24 hours (top panel) or 48 hours (bottom panel) (*n* = 2). (**F**) Quantification of γ-H2AX expressing cells. RENCA parental (WT), Sdhb-KO (JL1) and Fh1-KO (B4) cells were treated with DMSO control, BGB-290 (1 μM), TMZ (50 μM) or combined BGB-290 and TMZ for 24 (left panel) and 48 hours (right panel) (*n* = 3). Error bars represent means ± SEM. ^***^ *P* < 0.001, ^**^ *P* < 0.01, ^*^ *P* < 0.05.

We hypothesized that the HR defect conferred by Fh1 or Sdhb deficiency might increase sensitivity to other DNA-damaging agents, such as TMZ, an alkylating chemotherapy. We performed clonogenic survival assays and found that Fh1 and Sdhb deficient cells displayed increased sensitivity to single agent treatment with PARPi (BGB-290) and TMZ monotherapy relative to RENCA parental cells (Figure 4C). Fh1-rescued cells showed the same minimal sensitivity to PARPi as parental RENCA cells, and parental RENCA cells were used as negative controls in subsequent experiments (Supplementary Figure 4A).

Next, we tested for the ability of TMZ to potentiate the *in vitro* activity of BGB-290. Cells were treated with doses of BGB-290 ranging from 1 μM to 10 μM, in the presence or absence of 50 uM TMZ. Combined treatment significantly enhanced cytotoxicity with the most pronounced effect in Fh1 and Sdhb deficient cells (Figure 4D).

Next, we sought to examine the mechanistic basis for increased cytotoxicity with combination treatment *in vitro*. Treatment with BGB-290 and TMZ induced G2/M arrest after 24 hours in Fh1-KO and Sdhb-KO cells as well as RENCA parental cells (Figure 4E, top panel). After 48 hours of treatment, there remained a persistent and significant G2/M arrest in Fh1 KO cells (Figure 4E, bottom panel). We then assessed for DNA damage after 24 and 48 hours of drug treatment by measuring γ-H2AX via flow cytometry. Consistent with IF data, Fh1- and Sdhb-KO cells harbored an increase in γ-H2AX with vehicle control, which was further increased with treatment (Figure 4F).

### Sdhb deficiency confers sensitivity to combined PARP-inhibitor and low-dose TMZ *in vivo*

Lastly, we performed a limited *in vivo* study in our Sdhb deficient RENCA flank model as a proof-of-concept to validate *in vitro* observations. Due to toxicities that have been encountered in clinical trials [25, 26], we evaluated standard doses of PARPi combined with a low dose of TMZ. Typically, a TMZ dosing range of 25–50mg/kg is employed in pre-clinical studies and corresponds to a human equivalent dose (HED) of 75–150 mg/m^2^, respectively [27]. In a pilot study, we found that low-dose TMZ alone at 3 mg/kg/dose showed minimal *in vivo* efficacy (Supplementary Figure 4B and 4C) and therefore this dosage was chosen for subsequent *in vivo* studies (Figure 5A).

**Figure 5:**
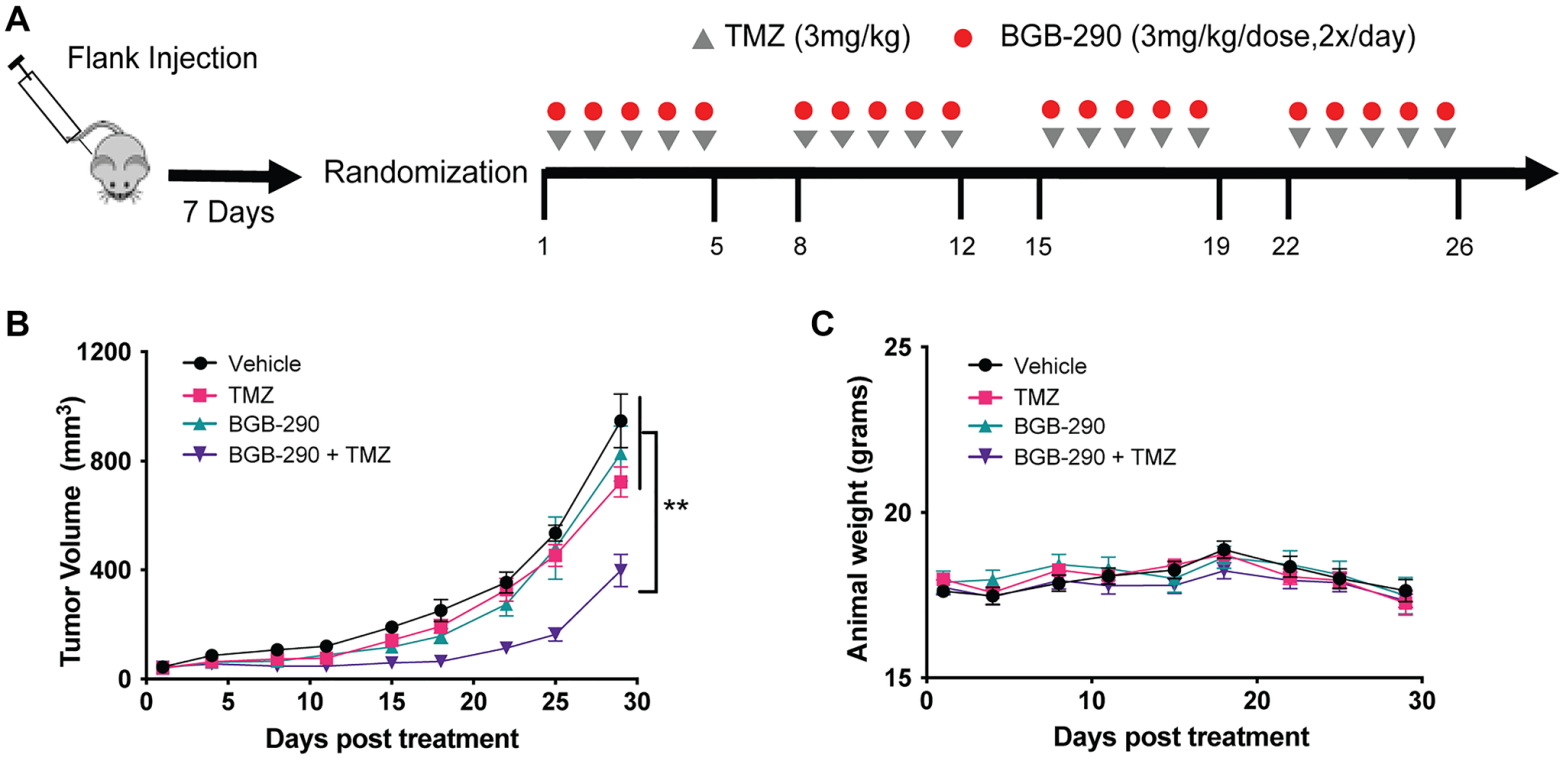
Sdhb deficiency confers sensitivity to combined PARP-inhibitor and low-dose TMZ *in vivo*. (**A**) Experimental schema of *in vivo* treatments. RENCA Sdhb-KO cells were injected subcutaneously into the flank of BALB/c mice. Seven days after injection, tumors were measured and mice were randomized into four-arm treatment groups. Treatment was initiated when tumors reached an average size of 40–100 mm^3^. (**B**) Mice carrying flank tumors of Sdhb-KO cells were treated with no treatment (*n* = 9), TMZ alone (3 mg/kg) (*n* = 10), BGB-290 (3 mg/kg/dose, 2x/day) (*n* = 10), or TMZ (3 mg/kg) and BGB-290 (3 mg/kg/dose, 2x/day) (*n* = 9). Mice were treated in 5-day cycles for a total of 4 cycles. Data are represented as mean ± SEM. (**C**) Mean body weight of mice during Sdhb-KO flank tumor experiment. Data are represented as mean ± SEM. *P* values were calculated using two-way ANOVA. ^***^ *P* < 0.001, ^**^ *P* < 0.01, ^*^ *P* < 0.05.

Consistent with *in vitro* data, the combination of standard dose BGB-290 and low-dose TMZ resulted in significantly delayed tumor progression compared to single-agent treatment in a Sdhb-deficient RENCA model (Figure 5B). This delay in tumor progression was not accompanied by any significant increase in toxicity, as evaluated by change in animal body weight (Figure 5C).

## DISCUSSION

Mutations of the Krebs-cycle genes that encode fumarate hydratase (*FH*) and succinate dehydrogenase (*SDH*) are associated with cancer predisposition syndromes, including HLRCC and SDH PGL/PCC, both characterized by the propensity to develop aggressive tumors, including RCC [1, 2]. In this study, we established new murine models of Krebs-cycle-deficient RCC that mimic human tumors and we demonstrate that combined PARPi and low-dose TMZ demonstrates significant anti-tumor activity.

The hallmarks of Krebs-cycle enzyme deficient syndromes were recapitulated in our model, including loss of enzyme function in parallel with fumarate and succinate metabolite accumulation in each respective KO line. As expected with perturbations of the Krebs-cycle from loss-of-function of either Fh1 or Sdhb, we demonstrated a decrease in oxidative phosphorylation and a shift to glycolytic metabolism [28]. For Fh1 KO cells, the high level of fumarate accumulation resulted in strong 2SC staining consistent with the aberrant succination of cellular proteins as is also documented in HLRCC tumor samples from patients [21]. Oncometabolite accumulation also disrupts the activity of a superfamily of α-KG-dependent dioxygenases, such as the Ten-eleven translocation (TET) family that are critical to DNA demethylation, inducing profound epigenetic reprogramming [29, 30]. Our methylation analysis demonstrates a unique methylation profile that is distinct between wild-type and matched isogenic lines, in line with epigenetic instability from hypermethylation [19, 20]. While global methylation did not change it is possible that these epigenetic changes are time dependent. We previously demonstrated that elevated levels of fumarate and succinate suppress HR through inhibition of the KDM4B and subsequent aberrant hypermethylation of histone 3 lysine 9 (H3K9) at loci surrounding DNA breaks. This hypermethylation serves to mask a local H3K9 trimethylation signal that is essential for the proper execution of HR and leads to synthetic lethality with PARP inhibitors [13]. In line with previous findings, we showed that Fh1 or Sdhb knockout resulted in increased levels of unrepaired DSBs, as measured by γ-H2AX and p53BP1 foci. Furthermore, we found alterations in the transcriptomic profile of Fh1 and Sdhb knockout cells with reactome pathway analysis indicating the expected enrichment of genes involved in cell-cycle and DNA repair pathways.

Based on our previous work, we hypothesized that an oncometabolite-induced DNA repair defect can be further exploited with the addition of DNA damaging agents, such as alkylating chemotherapy. We focused on TMZ due to the role of PARP in BER and the potential synergy with PARPi. PARP-trapping on DNA single-strand breaks is fundamental to the synergistic effect of PARPi and TMZ combination therapy [31, 32]. BGB-290, a potent PARP trapper, demonstrated significant *in vitro* cytotoxicity in Fh1- and Sdhb-KO cells when combined with TMZ, resulting in G2/M cell-cycle arrest along with increased γ-H2AX in Krebs-cycle-deficient cells. Taken together, these findings suggests that elevated levels of DNA damage partially mediate increased sensitivity to treatment.

Clinical trials have investigated PARPi and TMZ combination therapy in a variety of cancers but have been hampered by toxicity at standard TMZ dosing [25, 26]. For pre-clinical murine studies, TMZ is typically used at 25–50 mg/kg, which corresponds to the standard 75–150 mg/m^2^ used clinically. In this study, we demonstrated decreased tumor growth with a significantly lower TMZ dose of 3 mg/kg, which corresponds with a HED of only 9 mg/m^2^, when combined with the BGB-290. These findings suggest that combined PARP inhibition and low-dose alkylator therapy may be a novel therapeutic strategy that may have an improved safety profile that warrants further testing in Krebs-cycle-deficient RCC.

Lastly, immune checkpoint blockade has become an important modality in the treatment of advanced renal cell carcinoma [33]. However, the pre-clinical testing of these agents is limited by the availability of suitable syngeneic animal models with an intact immune system. In the setting of other tumor associated Krebs-cycle mutations, such as IDH1/2, the build-up of oncometabolites has been shown to alter the immune microenvironment and potentially modulate response to immunotherapy [34]. Additionally, PARP inhibition in the setting of HR-deficiency has been shown to potentiate anti-tumor immunity and improve response to Programmed Cell Death Protein-1 (PD-1) blockade [35]. Here, we developed new RCC models using the syngeneic RENCA cell line that will facilitate the study of immunotherapies and the anti-tumor immune response in the context of Krebs-cycle mutations and oncometabolite accumulation.

## MATERIALS AND METHODS

### Cell culture and proliferation assay

RENCA was obtained from the American Type Culture Collection (ATCC). The RENCA, RENCA Fh1-KO, RENCA Sdhb-KO cells were cultured in a humidified atmosphere at 37°C in RPMI1640 medium with 10% fetal bovine serum and non-essential amino acids (0.1 mM extra), sodium pyruvate (1 mM extra), L-glutamine (2 mM extra). To measure *in vitro* proliferation, cells were plated in 96 well dishes at 500 cells/well in triplicate. Each day, on 6 consecutive days, cells were fixed with 3.7% paraformaldehyde and stained with Hoechst (1 μg/ml). Plates were then imaged on a Cytation 3 automated imager (BioTek), and cells were counted using CellProfiler (http://cellprofiler.org/).

### CRISPR/Cas9 genomic editing and plasmids

#### Sdhb

CRISPR/Cas9 genomic editing was performed in RENCA cells using expression of both Cas9 (Addgene #43861) and a gRNA plasmid construct pmU6-gRNA (Addgene #53187) gifted by Dr. Keith Joung [36] and Dr. Charles Gersbach respectively [37]. *SDHB* gRNA sequences can be found in Supplementary Table 5 and were synthesized, annealed, and ligated into the gRNA plasmid. 

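The guide RNA given for Sdhb has the target sequence ACCTCGAATGCAGACGTACG. It was matched to the transcripts of mm10 and lies on chromosome 4 from 140966593 to 140966612, on the strand of the gene, in exon 2 of the 8 exons of Sdhb-201, the principal coding transcript. There it covers bases 171 to 190 of a coding sequence of 846 bases, and the transcript reads AGG directly after it, a PAM of the NGG form that Cas9 needs. The surrounding transcript sequence reads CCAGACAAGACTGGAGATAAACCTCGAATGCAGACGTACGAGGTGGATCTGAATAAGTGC.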

Both constructs were then co-transfected into RENCA cells via nucleofection (Lonza), and the cells were incubated for 72 hours prior to harvest and isolation. Isolated clones were generated through a limited dilution approach and were grown up from single cells in individual wells of a 96-well plate. Clones were screened for Sdhb- knock out by western blotting as described below. To analyze different alleles of the knock-out clones, target regions were amplified by PCR (Supplementary Table 5) and amplicons were cloned into the TOPO PCR cloning kit (Thermo Fisher Scientific) and transformed into STBL3 chemically competent cells. Bacterial colonies with plasmids harboring inserts were selected by colony direct PCR Sanger sequence after Exonuclease I and FastAP alkaline phosphatase treatment [37]. Heterozygous clones were re-transfected with Cas9 and gRNA plasmid construct pmU6-gRNA to obtain the SDHB-KO cloned verified by western blotting and sequencing.

#### Fh1

Genomic editing was performed in RENCA cells using CRISPR/Cas9 KO Plasmid (m) (sc-420348, Santa Cruz Biotechnology) and fumarate hydratase HDR Plasmid (m) (sc-420348-HDR, Santa Cruz Biotechnology). 

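The 3 guide sequences listed for Fh1 were matched to the transcripts of mm10, where Fh1 is read from the minus strand of chromosome 1 and its principal transcript, Fh1-201, has 10 exons and a coding sequence of 1521 bases. Guide A, AATTGGGCGAACTCACACGC, lies from 175612176 to 175612195 in exon 5, over coding bases 681 to 700, and is followed by AGG. Guide B, CGTGTAGAGTTCGACACCTT, lies from 175619148 to 175619167 in exon 2, over coding bases 142 to 161, and is followed by TGG. Guide C, ATGCCGAAAGCTTGAATGAC, matches the strand opposite to the transcript from 175616614 to 175616633 in exon 3, over coding bases 265 to 284, and is followed by TGG. All 3 lie in coding sequence, so the targeted sites fall in exons 2, 3 and 5. The transcript around guide C reads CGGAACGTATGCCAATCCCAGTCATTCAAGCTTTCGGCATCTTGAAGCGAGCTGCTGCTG.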

RENCA cells were plated on 6-well plates and cultured overnight and the next day transfected with both plasmids using Fugene 6 (Promega) as described by the manufacturer, gRNA target sequence can be found in Supplementary Table 6. Forty-eight hours post transfection, cells were selected with 1 μg/ml of puromycin (Sigma-Aldrich) for 1 week. RFP (Red Fluorescent Protein) positive cells were sorted using BD FACSAriaIII cell sorter (Beckton, Dickinson and Company) as Fh1 knockout polyclonal cells. Isolated clones were generated through a limited dilution approach on 96-well plates, and cloned cells were collected for protein expression analysis.

### Generating Fh1-rescued cell line

The Fh1 open reading frame was cloned into pLneti6/V5-p53_wt p53 (Addgene plasmid #22945). The resulting plasmid was pLenti6/V5-Fh1. HEK293T cells were transfected with the pLenti6/V5-Fh1, pRSV-Rev (Addgene plasmid #12253), pMDLg/pRRE (Addgene plasmid #12251) and pCMV-VSV-G (Addgene plasmid #8454). Forty-eight hours post-transfection, the supernatant was collected, then filtered at 0.2 μm.

RENCA Fh1-KO cells were transduced with lentivirus with 8 μg/ml polybrene. Sixteen hours after transduction, medium was replaced with fresh medium and 24 hours later, medium was replaced with fresh medium containing 4 μg/ml blasticidin.

### Western blotting

Whole cell lysates were prepared using RIPA buffer (Cell Signaling Technology) with 1x protease and phosphatase inhibitor (78442, ThermoFisher Scientific). Lysate protein concentration was quantified via Bradford assay (Bio-Rad Bradford reagent #5000006), and a standard quantity of protein was loaded into each lane. A total of 10–30 μg of protein was resolved using sodium dodecyl sulfate-polyacrylamide (SDS-PAGE) electrophoresis. Proteins were transferred to a nitrocellulose or polyvinylidene fluoride (PVDF) membrane and blocked with 5% nonfat milk or 5% bovine serum albumin (BSA) in TBST (10 mM Tris-HCl, 100 mM NaCl, 0.1% Tween 20). Membranes were then incubated with primary antibody at 4°C overnight at a 1:1,000 dilution and incubated with horseradish-peroxidase linked secondary antibody at 1:5,000–10,000 dilution. Antibodies used include the FH antibody (#4567S Cell Signaling Technology), GAPDH antibody (#3683 Cell Signaling Technology or ProteinTech #HRP-60004), SDHB antibody (Abcam #ab14714, Sigma #HPA002868), and a-tubulin (Abcam #ab4074, CST #2144S). Immunoblot exposure was performed using Clarity Western ECL substrate (BioRad) and blots were imaged with the ChemiDoc Touch MP (Bio-Rad Laboratories Inc).

### Immunofluorescence

A total of 25,000 cells were seeded on glass chamber slides and treated with drugs for 24 hours. Cells were fixed with 3.7% paraformaldehyde. Cells were then washed with PBS and permeabilized with 0.2% Triton-PBS. Cells were incubated with primary antibody (anti-γ-H2AX, Millipore Sigma, #05-636) or (anti-53BP1, Cell Signaling #2675) overnight at 4°C and secondary antibody (Alexa Flour 674 and Alexa Flour 594, respectively) at room temperature for 1 hour. Cells were stained with DAPI and analyzed on a Keyence BZ-X800.

### LC-MS analysis

Concentrations of succinate and fumarate in frozen cell and tumor tissue samples were determined by LC-MS/MS, as described previously with modification [38]. In brief, frozen cell pellets were lysed under sonification and frozen tissue was homogenized in water (at 2000 g). Cell or tissue homogenate was spiked with 6 μL internal standard solution containing succinate-d_6_, fumarate-1,4-^13^C_2_ 2,3-d_2_, and extracted by protein precipitation twice with ice-cold methanol and 80% methanol. The supernatant was combined and dried in a CentriVap Concentrator (Labconco) at 10°C. The residue was reconstituted in water, and 5 μL of the supernatant was injected into the AB Sciex QTRAP6500 LC-MS/MS system (Sciex). The chromatographic separation was performed on a Phenomenex Synergi™ Polar-RP column (150 × 2 mm, 4 μm) (Phenomenox). Column eluents were monitored under a negative electrospray ionization mode using the multiple reaction monitoring (MRM). Succinate, fumarate, and their respective stable isotope-labeled internal standards were monitored at their respective mass transitions.

### Measurements of oxygen consumption and extracellular acidification

The XF96 extracellular flux analyzer (Seahorse Bioscience) was used to measure oxygen consumption rate (OCR) and extracellular acidification rate (ECAR). Cells were plated at a density of 20,000 cells/well and incubated in a 37°C/5% CO_2_ incubator for 24 hours in XF96 cell culture plate. The cartridge plate was hydrated with XF calibrant buffer and incubated overnight (37°C, CO2-free). Prior to the XF measurement, growth medium was exchanged with XF assay medium (XF base medium containing 10 mM glucose, 2 mM L-glutamine and 1 mM pyruvate and 5 mM HEPES). Cells were counted after the assays for optimization. The OCR and ECAR were then adjusted to per 1000 cells for comparison between cell groups. Mitochondrial inhibitors oligomycin 2 μM, 1 μM FCCP and 2 μM antimycin/rotenone (Sigma) were used for the assay.

### Flow cytometry

For cell cycle and γ-H2AX flow cytometry experiments, cells were seeded in 6-well plates 24 hours prior to drug treatment. Drugs were then administered at indicated doses, and the cells were harvested for analysis 24- and 48-hours post-treatment. Cells were fixed in ice-cold 70% ethanol overnight at −20°C, and subsequently stored for up to a week in fixative at −20°C. After cells were washed with PBS (1% BSA), they were incubated with Alexa Fluor^®^ 647 γ-H2AX antibody (#613408, BioLegend) for 1 hour at room temperature. Cells were then washed and stained with RNAse/PI buffer (BD Biosciences #550825).

### RNA-seq data processing and analysis

RNA from RENCA Parental, Sdhb-KO and Fh1-KO was isolated using RNeasy microcolumns (Qiagen) and quantified using NanoDrop. Total RNA quality was determined by estimating the A260/A280 and A260/A230 ratios by NanoDrop. RNA integrity number (RIN) was determined by running an Agilent Bioanalyzer gel. Samples with RIN values of 7 or greater are recommended for library prep. RNA-seq was performed using 100 bp paired-end sequencing on an Illumina NovaSeq6000 according to Illumina protocols. RNA-seq reads were aligned using the nf-core [39] pipeline. Fastq reads were aligned to the mm10 genome using the Hisat2 aligner [40] and read counts were generated using the featureCounts v2.0.3 [41]. DESeq2 v1.30.1 R Bioconductor package [42] was used to identify differentially expressed genes (DEGs) using the alternative shrinkage estimator ashr [42] to control for false discovery rates (FDR), and effect sizes. Differentially expressed gene was determined with a cutoff of 1 for actual fold change and an FDR cutoff of (adjusted *p*-value < 0.05). Gene enrichment analysis was performed with clusterProfiler v3.18.1 R Bioconductor package [18] with strict false discovery rate (FDR) adjusted *p*-value cutoff of < 0.05 to interrogate the gene ontology (GO) database, while pathway analysis was conducted using ReactomePA v1.34.0 [43] to interrogate the Reactome database, using an adjusted *p* value. Values of *p* < 0.05 were accepted at significant. Two biological replicates were performed for each cell lines.

### Whole genome bisulfite sequencing

DNA was obtained from cultured cells using Maxwell RSC (Promega). Genomic DNA was sonicated to an average size of 200 bp using Covaris M220 (Covaris). DNA fragments were end-repaired, adenylated, and ligated to Illumina-compatible adaptors using BIOO NEXTflex Bisulfite-Seq Kit (Perkin Elmer). Bisulfite conversion was performed using EZ DNA Methylation-Gold™ Kit (Zymo Research Corporation) according to the manufacturer’s instructions. Then PCR was performed to enrich bisulfite converted and adaptor-ligated fragments. The resulting libraries were pooled and sequenced. The identification of differentially methylated regions was performed using SeqMonk (The Babraham Institute). To identify locus-specific differences in methylation, we performed Chi-square test with FDR adjusted *p*-values less than 0.05 as well as a logistic regression under the same constraints. We then applied a threshold of 25% absolute difference in methylation between parental and KO cells. Two biological replicates were performed for each cell lines.

### Clonogenic assays

Single-cell suspensions of exponentially growing cultures were seeded into 6-well plates in a range of 1 × 10^2^ to 1 × 10^4^ cells and allowed to adhere. At the time of the seeding, the drug was added in culture medium at indicated doses. Cells were then incubated at 37°C for 8 to 14 days, the 6-well plates fixed and stained simultaneously using 20% methanol containing 0.5% crystal violet (Sigma Aldrich). Colonies were counted and then normalized to the number of cells plated.

### Immunohistochemistry

Immunostaining for Fh1, Sdhb and 2SC was performed on FFPE sections. The evaluation was performed by two pathologists in a single-blind manner (HHY and RRH). We used a commercially available primary rabbit anti-Human FH polyclonal antibody (1:800 dilution, Abcam ab95950), rabbit anti-Human SDHB (1:250 dilution, Sigma Aldrich HPA002868) and rabbit anti-Human 2SC polyclonal antibody (1:1000 dilution, Discovery Antibodies, crb2005017e) with a modified Agilent FLEX Envision detection system to run all steps in Automated Autostainer AS48Link. All FFPE slides were pretreated with Heat Induced Epitope Retrieval (HIER) in Dako PTLink using Envision FLEX Target Retrieval solution—Low pH (6.0) for FH, SDHB and high pH (9.0) for 2SC—and incubated 97°C for 20 minutes. Fh1 staining in allograft cells was considered negative in the presence of an internal positive control in immune or stromal cells or non-tumoral kidney parenchyma. 2SC staining was considered positive when there was 2SC-negative staining in the adjacent non-neoplastic cells. Flex Rabbit Negative Control Immunoglobulin fraction staining, instead of primary antibodies to Fh1 and 2SC, was also performed in parallel with experimental slides for each run as a staining negative control, for which all staining came out all clearly negative.

### *In vivo* efficacy studies

All animal studies were approved by the UCLA and Yale Institutional Animal Care and Use committee and carried out in accordance with regulations in the National Research Council Guide for the Care and Use of Laboratory Animals. The RENCA tumor cell line is a well-established, syngeneic murine renal adenocarcinoma model derived from a spontaneously arising tumor in BALB/c mice [44, 45]. Female BALB/c mice were used for all *in vivo* allograft studies. RENCA Fh1 and Sdhb knockout cells were implanted subcutaneously (1 × 10^6^ cells in 0.1 ml of PBS and Matrigel (Corning) 1:1 mixture). Once the tumor size reached approximately 50 mm^3^, mice were randomized into 4 groups (vehicle, monotherapy TMZ, monotherapy BGB-290, combination) so each group had an approximately equal mean tumor volume. Mice were observed daily and treated as indicated. Tumors were measured twice weekly with calipers, and tumor volume was determined with the following formula for ellipsoid volume: π/6 × (length) × (width)^2^.

### Statistical analysis

Data are shown as means ± SEM and were compared with two-sided *t* tests or ANOVA with Bonferroni correction for repeated measures when appropriate. Statistical analyses were carried out in GraphPad Prism. For *in vivo* assays, replicates were defined as individual mice bearing an allograft tumor. *P* values are indicated either directly on figures or using ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, and ^****^ *P* < 0.0001.

## SUPPLEMENTARY MATERIALS

## Abbreviations

FH: Fumarate Hydratase
SDH: Succinate Dehydrogenase
RCC: Renal Cell Carcinoma
KDM4A/B: Lysine-specific demethylase 4A/B
HR: Homologous Recombination
DSBs: DNA double-strand breaks
PARPis: poly ADP-ribose polymerase inhibitors
TMZ: Temozolomide
HLRCC: Hereditary Leiomyomatosis and Renal Cell Cancer
HPGL/PCC: Hereditary Paraganglioma and Pheochromocytoma
BER: Base Excision Repair
LC-MS: liquid chromatography-mass spectrometry
OXPHOS: Oxidative Phosphorylation
OCR: Oxygen Consumption Rate
ECAR: Extracellular Acidification Rate
DEGs: Differentially Expressed Genes
GO: Gene Ontology
BP: Biological Process
2SC: S-(2-succino)-cysteine
FFPE: Formalin-Fixed Paraffin-Embedded
γ-H2AX: Phosphorylated Histone 2A variant H2AX
53BP1: p53-binding protein 1
IF: Immunofluorescence
HED: human equivalent dose
TET: Ten-eleven translocation
PD-1: Programmed Cell Death Protein-1

# Supplementary material for: Targeting Krebs-cycle-deficient renal cell carcinoma with Poly ADP-ribose polymerase inhibitors and low-dose alkylating chemotherapy
**Source:** Oncotarget. 2022 Sep 14;13:1054–67. doi: 10.18632/oncotarget.28273
**Supplement:** Supplementary file 1

# Targeting Krebs-cycle-deficient renal cell carcinoma with Poly ADP-ribose polymerase inhibitors and low-dose alkylating chemotherapy

## SUPPLEMENTARY MATERIALS

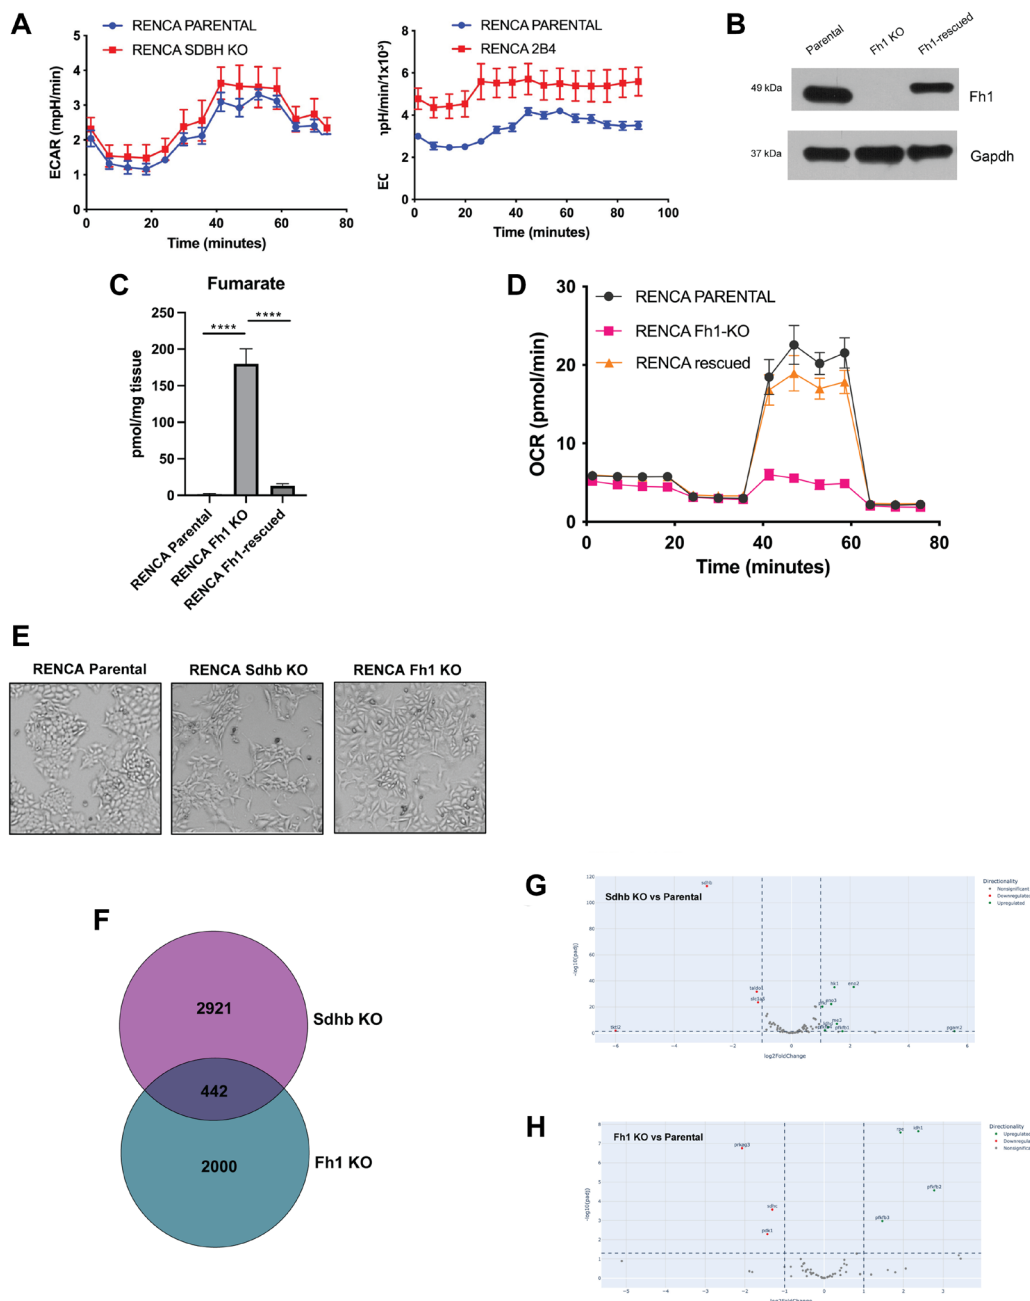

**Supplementary Figure 1:** (A) Seahorse assay showing altered ECAR in Fh1-KO (left panel) and Sdhb-KO (right panel). (B) Western blot confirming CRISPR/Cas9 mediated KO of Fh1 and rescued with ORF of Fh1. (C) Functional validation of fumarate levels by LC-MS in isogenic cell lines ( $n = 3$ ). (D) Seahorse assay showing altered OCR in Fh1-KO and recovered OCR in Fh1-rescued cell line. (E) Representative 10× phase contrast images showing altered morphology of Fh1 and Sdhb-deficient cells *in vitro*. (F) Venn diagram showing the overlapping differentially expressed genes related to metabolism of Fh1 and Sdhb-deficient cells. (G) Volcano plot showing upregulated and downregulated genes of Fh1-deficient cells compared to parental cells. (H) Volcano plot showing upregulated and downregulated genes of Sdhb-deficient cells compared to parental cells.

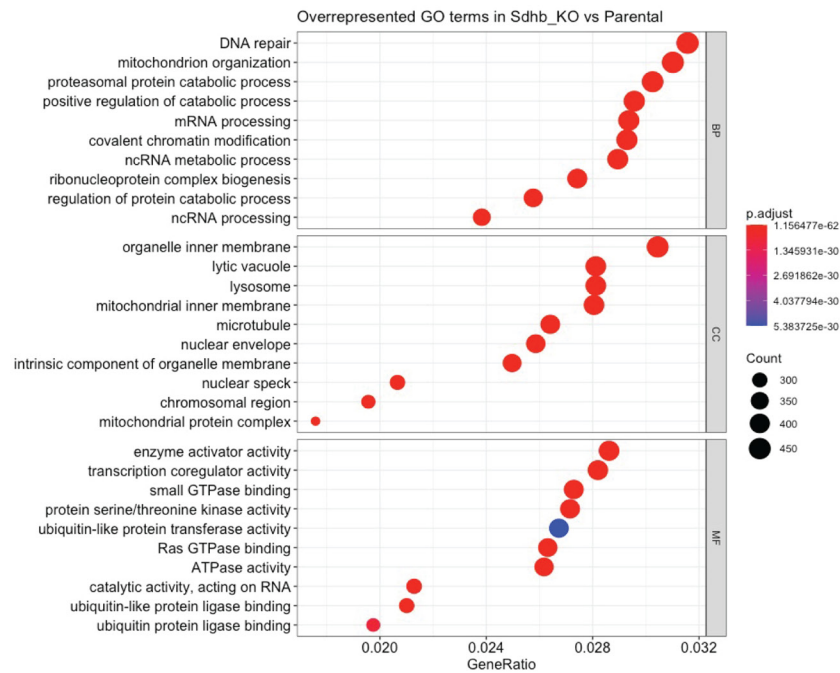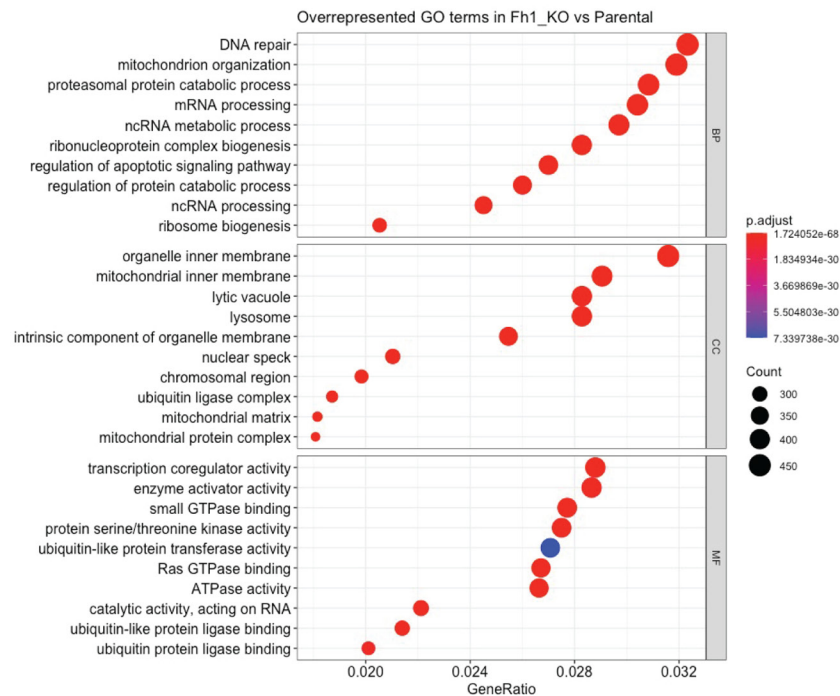

GO = Gene ontology; BP = Biological process; CC = Cellular component; MF = Molecular function

**Supplementary Figure 2: Gene ontology (GO) over-representation analysis of Sdhb-KO (top panel) and Fh1-KO DEGs (bottom panel).**

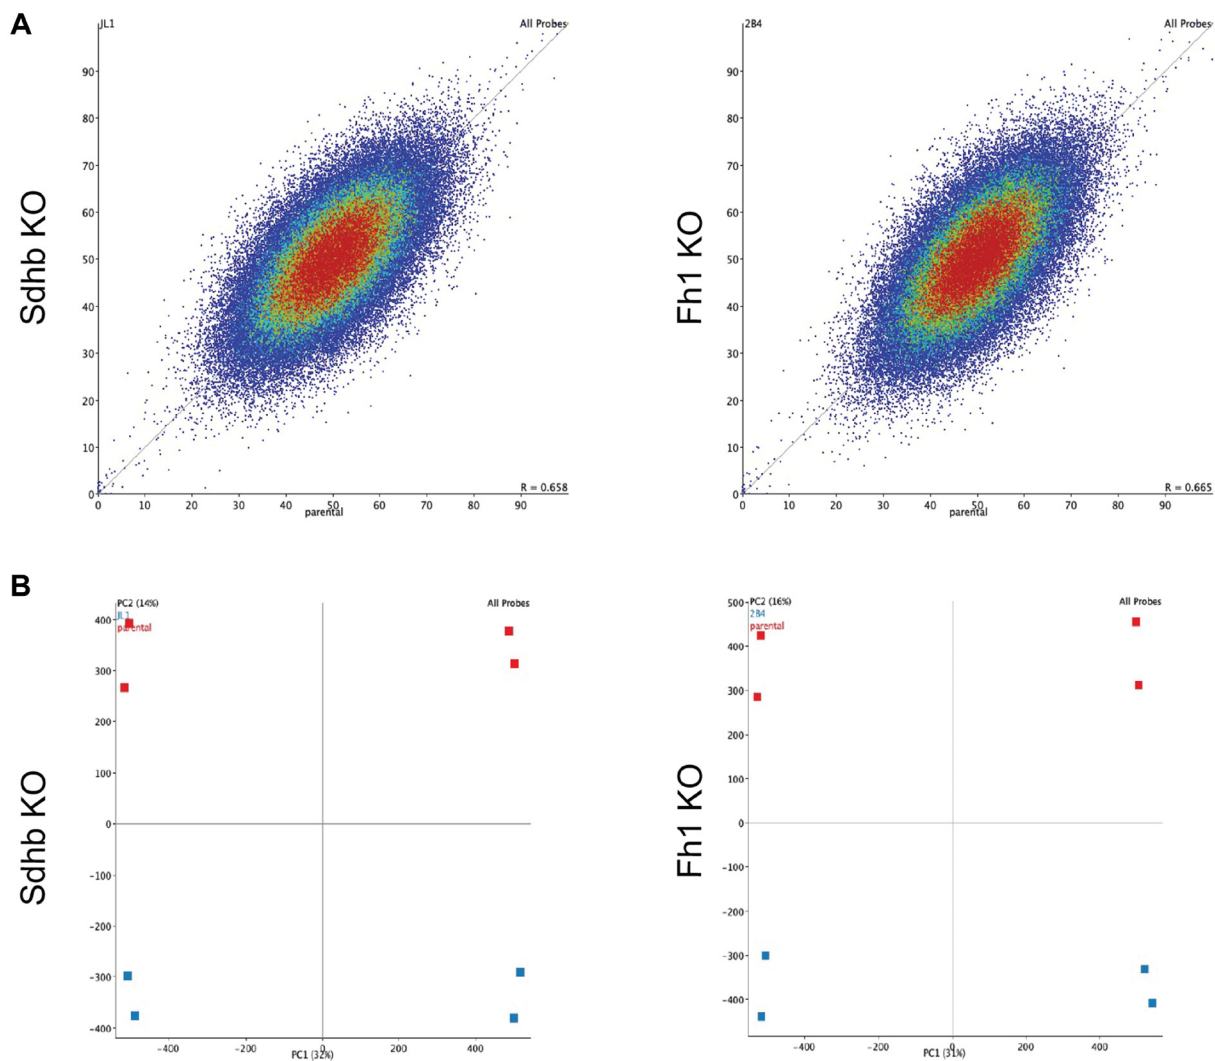

**Supplementary Figure 3:** (A) Global methylation percentage of Fh1-KO and Sdhb-KO compared to the parental cell lines at each quantitated probe. The distribution of the methylation values show that the majority of the genome is between 40% and 60% methylated. (B) PCA comparing Fh1-KO and Sdhb-KO to the parental cells.

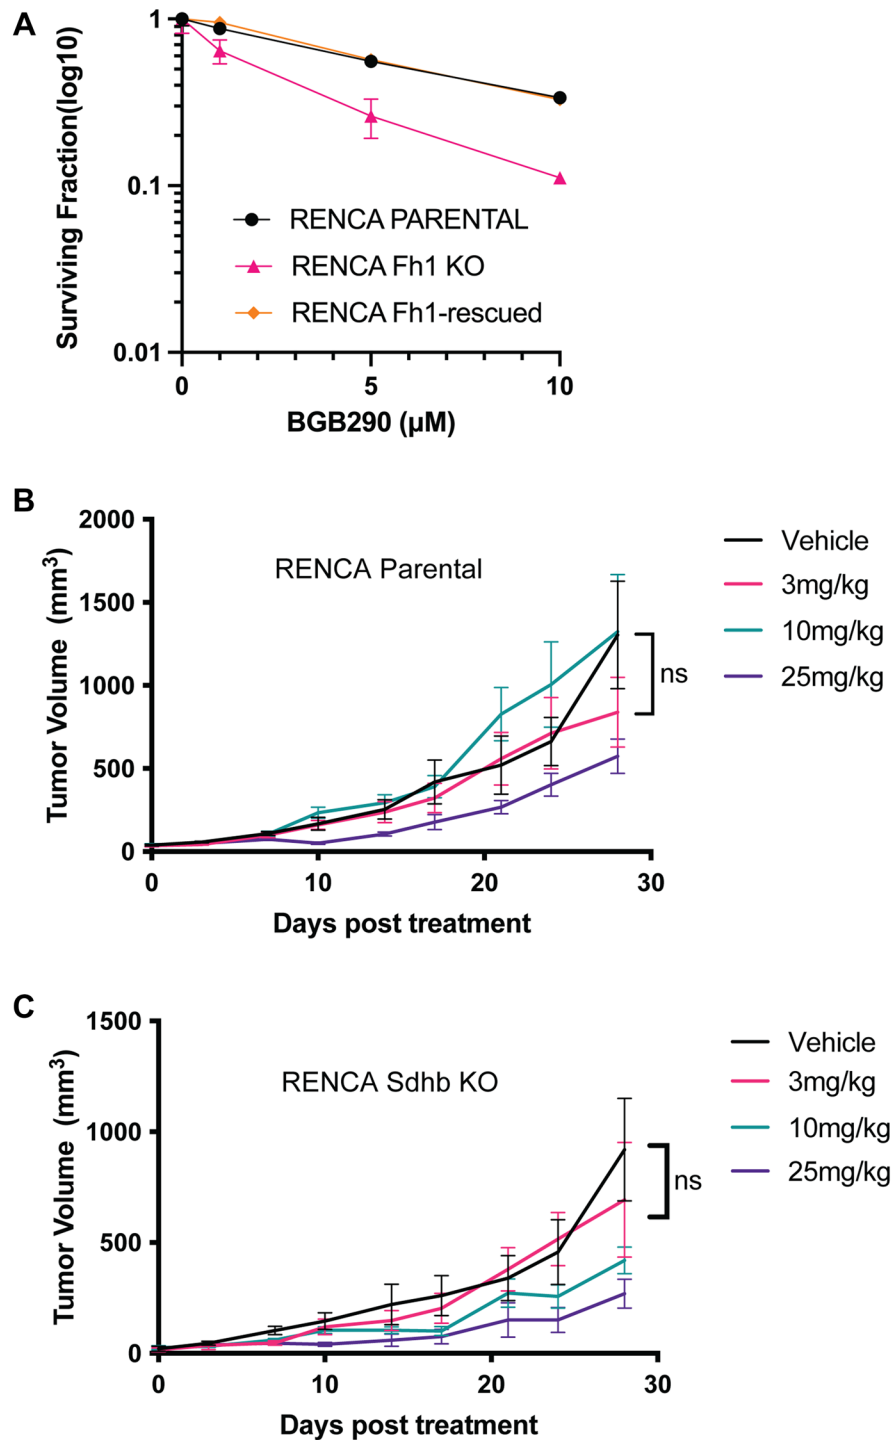

**Supplementary Figure 4:** (A) Quantification of clonogenic survival assays of RENCA parental vs Fh1-KO and Fh1-rescued cells treated with a dose range of BGB-290. (B) RENCA parental or (C) Sdhb-KO cells were injected subcutaneously into the flank of BALB/c mice. Seven days after injection, tumors were measured and mice were randomized into 4 treatment groups: no treatment ( $n = 3$ ), TMZ (3 mg/kg) ( $n = 5$ ), TMZ (10 mg/kg) ( $n = 5$ ), and TMZ (25 mg/kg) ( $n = 5$ ). Treatment was initiated when tumors reached an average size of 40–100  $\text{mm}^3$ . Mice were treated in 5-day cycles for a total of 3 cycles. Data are represented as mean  $\pm$  SEM.  $P$  values were calculated using two-way ANOVA. \*\*\* $P < 0.001$ , \*\* $P < 0.01$ , \* $P < 0.05$ .

**Supplementary Table 1: Differentially expressed genes of Sdhb-KO cells compared to parental.**  
See Supplementary Table 1

**Supplementary Table 2: Differentially expressed genes of Fh1-KO cells compared to parental.** See  
Supplementary Table 2

**Supplementary Table 3: Differentially methylated genes of Sdhb-KO cells compared to parental.**  
See Supplementary Table 3

**Supplementary Table 4: Differentially methylated genes of Fh1-KO cells compared to parental.**  
See Supplementary Table 4

**Supplementary Table 5: sgRNA for Sdhb KO**

| Name                           | Type       | Sequence                  |
|--------------------------------|------------|---------------------------|
| SDHB guide RNA top             | gRNA Oligo | TTGTGACCTCGAATGCAGACGTACG |
| SDHB guide RNA bottom          | gRNA Oligo | AAACCGTACGTCTGCATTTCGAGGT |
| SDHB gRNA sequencing (Forward) | primer     | GTGAACTGTACAAGCTGTGCCA    |
| SDHB gRNA sequencing (Reverse) | primer     | TACTGGCATACGTTCCGTAGCA    |

**Supplementary Table 6: sgRNA for Fh1 KO**

| Name        | Type    | gRNA target Sequence |
|-------------|---------|----------------------|
| sc-420348 A | Plasmid | AATTGGGCGAACTCACACGC |
| sc-420348 B | Plasmid | CGTGTAGAGTTCGACACCTT |
| sc-420348 C | Plasmid | ATGCCGAAAGCTTGAATGAC |

How the deposited data were processed for this re-analysis (not part of the article)

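RNA was sequenced from parental, Sdhb-KO and Fh1-KO RENCA cells, with 2 libraries per line and 6 libraries in all. The authors aligned the paired-end reads to mm10 with Hisat2 through the nf-core pipeline, counted reads per gene with featureCounts, and deposited these counts without normalization. There were 2 count tables, one per knockout, each with the parental libraries beside it. Both tables hold the same parental counts and the same 48440 gene identifiers. Gene symbols, positions and overlaps were taken from GENCODE M21, in which 48058 of the identifiers were found in some version and 40606 in the same version. The annotation release and the strand setting of the counting are not named in the paper's text. Genes that overlap another gene, on either strand, are therefore uncertain.

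Each knockout was compared with parental cells in a separate fit of 4 libraries with edgeR 4.0.16 in R 4.3.3, using TMM normalization, edgeR's expression filter and the quasi-likelihood test with Benjamini-Hochberg adjustment. DEGs had an adjusted p under 0.05 and an absolute log2 fold change above 1. Standard errors are those of the log2 fold change in the same fit. The total count per library lay between 18969134 and 31769647, so that 3 counts, used as a floor, equal between 0.0944 and 0.158 CPM. Floors cover counting error only, since reads carried no molecular identifiers. Folds against a line with at most 3 counts in each library are lower bounds. Group sizes of 2 allow no exact test of single values with a small p, and the adjusted p values rest on the spread that edgeR shares across genes.

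Pairing by replicate number comes from the replicate numbers in the sample labels. Every comparison was therefore repeated with this number as a block. In Fh1-KO the numbers were also crossed. Leaving out a library leaves 1 library in a group, so only log2 fold changes were computed then. The scripts were tested on simulated data. Without a simulated batch effect, edgeR recovered between 192 and 196 of 200 changed genes, with between 5 and 12 false calls. The simulated changes lay well past the fold change cutoff, so these rates do not cover genes near it. They also do not cover libraries that deviate together, as those of parental and Sdhb-KO cells did.

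Gene lists for glycolysis, the Krebs cycle, homologous recombination, Nrf2 targets and epithelial-mesenchymal genes were fixed in advance and tested as sets with camera of limma 3.58.1, with the correlation between genes estimated from the data. With 4 libraries per fit this estimate is weak, so a large camera p does not show that a set was unchanged. The 16 set tests were adjusted together by the Benjamini-Hochberg method. Over-representation used a one-sided hypergeometric test on the mouse Reactome pathways distributed with fgsea 1.28.0, with pathways of 10 to 500 genes. Entrez numbers were found for 22004 identifiers. GO annotation was not used here. The genes named are those the paper names or labels for the RNA-seq, the targeted genes, the 5 genes with the smallest p in each comparison, and the members of the fixed lists that were DEGs. Some of these genes are not reported here.

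The alternatives tried were DESeq2 1.42.0 with and without shrinkage by ashr 2.2.63, RLE and upper-quartile factors, no filter on low counts, at least 10 counts in every library, edgeR's glmTreat, no fold change cutoff, an adjusted p under 0.01, the replicate block, one fit of all 6 libraries, other backgrounds and gene lists for the pathways, a preset correlation of 0.01 for camera, the gene names in the order of Supplementary Table 2, and leaving out each library in turn. DESeq2 with the replicate block, a covariate for libraries high in ribosomal RNA and the crossed block were added after the data had been seen. As a check of depth, also added then, every library was thinned at random to the smallest total. Guide sequences were matched to the annotated transcripts of Sdhb and Fh1 in mm10 and placed by their exon positions, and the rest of the genome was not searched. Western blots, metabolite measurements, bisulfite sequencing and animal experiments were not analysed here.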

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

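Of the tests below, the ribosomal RNA, depth, library total and chromosome tests of the difference between the knockouts, and the comparison of acinar transcripts with parental replicate 2, were chosen only after the result was seen.

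The knockouts differed from each other. In one fit of all 6 libraries, 416 of 14109 genes were DEGs between Sdhb-KO and Fh1-KO cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 289 higher in Sdhb-KO and 127 higher in Fh1-KO. The genes with the smallest p were Igf2r (log2 fold change -7.42), Fkbp5 (-4.84), Mga (-4.77), Rhox5 (6.85) and Adgrf5 (7.17), all as Sdhb-KO against Fh1-KO. The ribosomal RNA covariate left 406 of the 416 called, so this batch did not account for them. Depth was weighed by the share of genes called, which was 2.95% of all tested genes and 1.27% of the genes with at least 10 counts in every library. That filter also removes genes near 0 in one line, so this share cannot tell depth from a difference between the lines. With every library thinned at random to the smallest total, 18969134 counts, 358 of the 416 were still called, so unequal totals did not account for most of them. Chromosome 2 held 51 of the genes among 1154 tested (Fisher's exact test, p = 0.00229, adjusted p = 0.0457 over the chromosomes), so part of the difference may follow the chromosomes of each line. Differences between clones that do not come from the targeted genes were not tested.

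Parental replicate 1 held transcripts of pancreatic acinar cells, which the paper does not report. A first list of 15 acinar genes, chosen after they had been noticed, summed to 983 CPM in parental replicate 1 and to between 3.80 and 19.3 CPM in the other 5 libraries. A second list of 17 acinar genes, written before their values were looked at, summed to 232 CPM there and to between 0.683 and 5.16 CPM in the others, and 16 of the 17 genes were highest in parental replicate 1. Islet genes were also raised in this library, at a lower level. They summed to 2.42 CPM there and to at most 0.0527 CPM in the others, and 7 of 8 were highest there. Liver genes summed to 0.0944 CPM there and to between 0.0859 and 2.64 CPM in the others. Parental replicate 2, at 0.683 CPM for the second list, was at or below the level of the knockout libraries, which goes against acinar genes being switched on in parental cells. Pancreas RNA or reads in this library is a candidate source. It cannot be said whether it entered with the cells, the library or the sequencing run, and no other biological explanation was tested. The lists took 0.0983% and 0.0232% of the counts of parental replicate 1. Of the first list, 2 genes were tested in each comparison, and 1 was a DEG in Fh1-KO. Of the second, 1 was tested in each, and it was a DEG in Sdhb-KO. By its levels this was Rbpjl, the gene of that list that was not highest in parental replicate 1. It had 4.96 and 3.32 CPM in the Sdhb-KO libraries against 0.724 and 0.384 CPM in the parental libraries. Acinar transcripts in parental replicate 1 would work against such a rise, so they do not account for this DEG.

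Mitochondrially encoded mRNAs were higher in both knockouts at the median, in data the paper does not discuss. Over the 13 mRNAs the median log2 fold change was 0.77 in Sdhb-KO (range -0.19 to 2.20) and 0.74 in Fh1-KO (range -0.72 to 1.74), with 1 and 4 of them at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate block the medians were 0.80 and 0.81, and 9 and 4 of the mRNAs passed. They took 1.87% and 3.48% of the counts in the parental libraries, 3.94% and 7.40% in Sdhb-KO and 5.85% and 3.93% in Fh1-KO, so in Sdhb-KO the difference between replicates was shared with the same-numbered parental libraries. With the ribosomal RNA covariate the median was 0.80 in Sdhb-KO, and 9 of the mRNAs passed. The lower of the 2 medians was 0.29, in Fh1-KO, down from 0.74, and 7 passed there (range -1.02 to 1.25). No Fh1-KO library was high in ribosomal RNA, so the Fh1-KO median rests mainly on parental replicate 2. It was 0.31 without parental replicate 1. The pattern therefore cannot be told apart from the batch in Fh1-KO. After subtraction of the median of all genes, the lowest value under RLE or upper-quartile factors was 0.74, but the subtraction removes any shift common to all genes, so this value does not test the scaling. The medians ranged from 0.28 to 1.42 in Sdhb-KO and from 0.31 to 1.20 in Fh1-KO when each library was left out, which in Sdhb-KO breaks a same-numbered pair. A change in mitochondrial transcript levels with the loss of Sdhb or Fh1 may be put forward as a hypothesis only, since other causes, such as differences between clones or in RNA quality, were not tested.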

How the results depend on the processing

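The alternatives were set before the data were examined, except DESeq2 with the replicate block, the ribosomal RNA covariate and the crossed block, which were chosen only after the data had been seen. For every changed result below, the cause was not tested. Upper-quartile factors moved the median log2 fold change of all genes to 0.21 in Sdhb-KO and 0.12 in Fh1-KO, and no filter on low counts moved it to 0.23 and 0.12, from 0.031 and 0.0051.

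Each targeted gene, in its own knockout, kept its direction and its side of the threshold under every alternative that was run for it. DEG counts in Sdhb-KO moved from 2952 (2024 up, 928 down) to 1641 (1029 up, 612 down) with at least 10 counts in every library, to 1251 (1069 up, 182 down) with glmTreat and to 903 (711 up, 192 down) at an adjusted p under 0.01. Upper-quartile factors gave 587 downregulated DEGs, with 80.2% of DEGs upregulated against 68.6%. In Fh1-KO they moved from 3178 (1960 up, 1218 down) to 1356 (1014 up, 342 down) with glmTreat. Its upregulated DEGs numbered 1281 with at least 10 counts in every library, and its downregulated DEGs 2139 without the fold change cutoff. The replicate block gave 4080 and 3180 DEGs.

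Shared upregulated DEGs moved from 1257 to 738 with at least 10 counts in every library, 657 with glmTreat, 237 with the names of Supplementary Table 2 in their order there, and 121 with those names and DESeq2 with the replicate block. Shared downregulated DEGs moved from 495 to 800 with no filter, 115 with glmTreat, and 112 and 97 with the names in that order under the same fits. Genes that differed between the knockouts moved from 416 to 149 with at least 10 counts in every library, 884 with the replicate block, 1097 with the ribosomal RNA covariate and 792 with DESeq2. The correlation between the knockouts moved from 0.877 to 0.809 with at least 10 counts in every library, and to 0.835 and 0.710 with a different parental library for each knockout.

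Over-represented pathways in Sdhb-KO moved from 24 to 13 without the fold change cutoff, 11 against all Reactome genes, 449 with all tested genes against all Reactome genes and 119 with camera. In Fh1-KO they moved from 23 to 9, 10, 452 and 35 in the same order, and to 0 with the downregulated DEGs alone, where 48 pathways had an unadjusted p under 0.05. The pathways of Figure 2B moved from 0 to 16 in Sdhb-KO and 19 in Fh1-KO with all tested genes, among them 7 and 9 cell-cycle pathways, and to 4 in Sdhb-KO with camera.

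Gene sets changed as follows. The preset correlation of 0.01 left the glycolysis medians at 0.59 and 0.98 and took the camera p to 0.0108 in Sdhb-KO and 7.8e-05 in Fh1-KO. Krebs cycle genes in Sdhb-KO changed sign from 0.011 to -0.0013 with RLE size factors, -0.032 with no filter and -0.027 with DESeq2, and without the targeted gene to -0.023 with no filter. DNA repair genes in Sdhb-KO went from -0.17 to 0.012 with upper-quartile factors, still below the median of all genes, and to -0.24 with no filter, where the camera p was 0.0490. Reactome homologous recombination genes in Fh1-KO went from -0.026 to 0.085 with upper-quartile factors and 0.018 with at least 10 counts in every library. The epithelial-mesenchymal list went to -0.31 in Sdhb-KO with at least 10 counts in every library and to -0.023 in Fh1-KO with the replicate block.

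Single genes near 0 changed sign. Fh1 in Sdhb-KO went from 0.0012 to -0.036 with DESeq2, -0.029 with ashr, -0.011 with RLE size factors, -0.042 with no filter, -0.0032 with the replicate block, -0.0019 in one fit of 6 libraries, -0.041 with DESeq2 and the replicate block and -0.011 with the ribosomal RNA covariate. Prkag3 in Fh1-KO went from -0.039 to 0.071 with upper-quartile factors and 0.17 with the ribosomal RNA covariate.

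Across the 4 fits that each left out one replicate, the median of Krebs cycle genes ranged from -0.030 to 0.13 in Sdhb-KO and from -0.23 to -0.13 in Fh1-KO, and that of DNA repair genes in Fh1-KO from -0.19 to -0.087. For the other named genes and sets, 1125 results of alternatives were computed, of which 23 were stronger, 9 weaker, 15 reversed (those given above for them) and 2 moved. Stronger and weaker mean that the p (adjusted, for genes) crossed 0.05, and a fold change that fell below the cutoff with p still under 0.05, as with ashr, is not counted there. With 2 libraries per line, a fit without one of them gives no p.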

Differences from the paper's values

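The settings DESeq2 with the replicate block and its combination with the names of Supplementary Table 2 were chosen only after the result was seen.

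Shared upregulated DEGs numbered 1257 by gene identifier, against the paper's 123. None of the alternatives set before the data were examined closed this gap, and the nearest of them, the gene names in the order in which Supplementary Table 2 lists them, gave 237. With those names and DESeq2 with the replicate block, a setting chosen after seeing the values, there were 121. Shared downregulated DEGs numbered 495, against the paper's 97. Of the alternatives set before the data were examined, glmTreat (115) and the names in the order of Supplementary Table 2 (112) came within 1.5 times of the paper's value, and the others did not. With glmTreat the downregulated DEGs themselves numbered only 182 in Sdhb-KO and 342 in Fh1-KO, against the paper's 1253 and 1094. Its nearness in the shared count is therefore no sign that the same genes were found. The setting chosen after seeing the values gave 97.

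For 7 genes labelled in Supplementary Figure 1H, the log2 fold change in Fh1-KO differed from the paper's value beside the gene's name in Supplementary Table 2. It was -0.29 against the paper's 1.9241 for Rpe, 1.61 against the paper's 2.3741 for Idh1 and -0.039 against the paper's -2.0742 for Prkag3. It was -0.35 against the paper's 2.7776 for Pfkfb2 and -0.60 against the paper's -1.3089 for Sdhc. For Pfkfb3 it was 0.24 against the paper's 1.4676, and for Pdk1 1.13 against the paper's -1.4319. None of the alternatives set before the data were examined closed the gap for any of the 7. In that table the identifier beside each of the 7 names is that of another gene.

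The DEG totals were within 1.5 times of the paper's. With DESeq2 and the replicate block, chosen after seeing the values, there were 3360 DEGs in Sdhb-KO against the paper's 3364, and 2462 in Fh1-KO against the paper's 2443.

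The paper states that several cell-cycle pathways are enriched among the DEGs of both knockouts. Here 0 of 7 in Sdhb-KO and 0 of 9 in Fh1-KO were over-represented among the DEGs, with 0 and 0 at an unadjusted p under 0.05. For its list the paper's results text gives a p under 0.05, where DEGs here needed an adjusted p under 0.05. The DEGs of DESeq2 with the replicate block were not tested for pathways, so the paper's own list was not examined. With all tested genes against all Reactome genes, an alternative set before the data were examined, 7 and 9 were. The other pathways of Figure 2B were not over-represented either, and camera reached 4 of them in Sdhb-KO. The paper states that DNA repair leads the GO processes among the DEGs of both knockouts. In Reactome, the pathway DNA Repair held 15 DEGs against 27.4 expected in Sdhb-KO and 23 against 30.6 in Fh1-KO, and it was over-represented only with all tested genes against all Reactome genes (adjusted p = 3.8e-21 and 4.0e-21, hypergeometric). The paper states that key genes related to the Krebs cycle decreased in both knockouts, without a statement about all genes of the cycle. Of the 18 genes listed here, 2 were downregulated DEGs in Sdhb-KO and 1 in Fh1-KO, the targeted gene included in each.

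Pfkl and Pfkfb4, labelled by the paper in Sdhb-KO, were not DEGs there. Both passed the cutoffs with the replicate block, with no filter on low counts and in one fit of 6 libraries, and Pfkl also with DESeq2. Both also passed with DESeq2 and the replicate block and with the ribosomal RNA covariate, chosen after seeing the values. Pgam2, also labelled, was not tested, with 8 and 10 counts against 0 and 0.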

Other observations

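Of the tests below, those of ribosomal RNA on the replicate numbers and of chromosome 2 were chosen only after the result was seen, as was the combination of names in table order with DESeq2 and the replicate block. The correlations with different parental libraries were planned, but what they would show if the shared libraries were the cause was written down only after they had been seen.

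In Supplementary Table 1 the gene name matched the gene identifier in all 1995 entries read, and in Supplementary Table 2 it matched in 0 of 1986. The log2 fold changes of both tables differed by at most 3.8e-05 and 2.8e-05 from those of DESeq2 with the replicate block for the listed identifiers. The names of both tables followed the gene order of the count table, in 1994 of 1994 steps and 1985 of 1985 steps. The identifiers of Supplementary Table 1 followed it too, in 1994 of 1994 steps, while those of Supplementary Table 2 followed it in 1008 of 1985 steps and the order of the adjusted p in 1985. A candidate explanation for the few shared DEGs in the paper is that names and identifiers were out of register there. Attaching names in that way under DESeq2 with the replicate block gave 121 shared upregulated and 97 shared downregulated DEGs, while matching by identifier under the same fit gave 988 and 660. Only the listed part of the tables was read.

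A second candidate explanation concerns the pathways of Figure 2B, which could arise if all expressed genes entered the over-representation in place of the DEGs. With all tested genes against all Reactome genes, 16 of the 17 matched pathways in Sdhb-KO and 19 of the 20 in Fh1-KO were over-represented, while among the DEGs 0 and 0 were. This setting called 449 of 964 pathways in Sdhb-KO and 452 in Fh1-KO, and of the labelled pathways only 8 and 10 were among its 20 with the smallest p, so it does not give the ranking of Figure 2B. The paper's own lists for this step were not analysed here.

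Many genes changed the same way in both knockouts. The lower of the 2 Pearson correlations with different parental libraries was 0.710, against 0.877 with shared ones, and the Spearman correlation there was 0.491 against 0.780. The shared parental libraries therefore did not account for all of the relation, but may account for part of it. After centring within 25 bins of GC content and transcript length, over 13118 genes, the correlation was 0.884. With the ribosomal RNA covariate, 1667 of the 1752 shared DEGs stayed shared. A response common to the loss of Sdhb and Fh1 may be put forward as a hypothesis, and steps common to both editing procedures were not tested.

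Same-numbered libraries of parental and Sdhb-KO cells deviated together. Of 4 classes of transcripts without a poly(A) tail, 2 (ribosomal RNA repeats and 7SK) were higher in replicate 1 of both lines than in the other 4 libraries, and snRNA and histone mRNAs did not separate that way. A library batch marked by ribosomal RNA carryover could be behind this, but with 2 of 4 classes it cannot be told apart from other differences between the replicates. Under this batch as a covariate, 4052 genes were DEGs in Sdhb-KO.

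Expression along chromosome 2 was lower in Sdhb-KO. Over 777 genes the median log2 fold change was -0.59, against -0.15 over all genes of this level. Of 10000 random lists, 0 had as low a median, but the same test marked 12 other chromosomes of 20, so it does not single out chromosome 2. In Fh1-KO the chromosome was also lower, with a median of -0.24 against -0.11 and 1 of 10000 random lists as low, so part of the shift may come from the parental libraries that both comparisons share. The smaller shift of the chromosome against all genes in the 2 same-numbered pairs was -0.44, and the other was -0.46, so the batch did not account for it. A change in copy number may be a hypothesis, and DNA copy number was not analysed here.

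Targets of Nrf2, a list of 12 genes, were higher in Fh1-KO, with 12 of 12 above parental cells, a median log2 fold change of 1.22 and 9 upregulated DEGs. The one-sided hypergeometric p was 0.00026 (adjusted 0.0041 over 16 set tests). The camera p was 0.0390 (adjusted 0.624), or 0.138 with the replicate block. In Sdhb-KO the median was 0.44 with 5 upregulated DEGs, and the difference between the knockouts was not tested for the list. On a list of 16 epithelial-mesenchymal genes, 12 were tested in Sdhb-KO, with a median of 0.094 (5 DEGs). In Fh1-KO 10 were tested, with a median of 0.028 (4 DEGs). With each replicate left out in turn, the Sdhb-KO median ranged from -0.16 to 0.48. The Fh1-KO median ranged from -0.33 to 0.26, so the sign held in neither knockout. The list joins epithelial and mesenchymal genes, which need not move the same way, so its median cannot tell whether a transition took place. Its DEGs went both ways, 3 up and 2 down in Sdhb-KO, and 2 up and 2 down in Fh1-KO. Cdh1 fell in both, with log2 fold changes of -6.07 and -6.31, while Krt18 rose, with 1.11 and 1.92.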
